# Gli1 labels progenitors during chondrogenesis in postnatal mice

**DOI:** 10.1038/s44319-024-00093-x

**Published:** 2024-02-26

**Authors:** Boer Li, Puying Yang, Fangyuan Shen, Chengjia You, Fanzi Wu, Yu Shi, Ling Ye

**Keywords:** BMP, Chondrogenic Progenitors, Gli1^+^ Cells, Hedgehog, Stem Cell Maintenance, Development, Stem Cells & Regenerative Medicine

## Abstract

Skeletal growth promoted by endochondral ossification is tightly coordinated by self-renewal and differentiation of chondrogenic progenitors. Emerging evidence has shown that multiple skeletal stem cells (SSCs) participate in cartilage formation. However, as yet, no study has reported the existence of common long-lasting chondrogenic progenitors in various types of cartilage. Here, we identify Gli1^+^ chondrogenic progenitors (Gli1^+^ CPs), which are distinct from PTHrP^+^ or FoxA2^+^ SSCs, are responsible for the lifelong generation of chondrocytes in the growth plate, vertebrae, ribs, and other cartilage. The absence of Gli1^+^ CPs leads to cartilage defects and dwarfishness phenotype in mice. Furthermore, we show that the BMP signal plays an important role in self-renewal and maintenance of Gli1^+^ CPs. Deletion of *Bmpr1α* triggers Gli1^+^ CPs quiescence exit and causes the exhaustion of Gli1^+^ CPs, consequently disrupting columnar cartilage. Collectively, our data demonstrate that Gli1^+^ CPs are common long-term chondrogenic progenitors in multiple types of cartilage and are essential to maintain cartilage homeostasis.

## Synopsis

Gli1^+^ chondrogenic progenitors maintained by BMP signal are responsible for the lifelong generation of chondrocytes in various types of cartilage and are indispensable for cartilage homeostasis.

- Gli1^+^ chondrogenic progenitors (Gli1^+^ CPs) are responsible for the lifelong generation of chondrocytes in the growth plate, vertebrae, ribs.
- Ablation of Gli1^+^ CPs leads to severe cartilage defects and growth retardation.
- Deletion of BMPR1A leads to the exhaustion of Gli1^+^ CPs and abnormalities of cartilage formation.

## Abstract (web summary)

Gli1^+^ chondrogenic progenitors maintained by BMP signal are responsible for the lifelong generation of chondrocytes in various types of cartilage and are indispensable for cartilage homeostasis.

## Introduction

During endochondral ossification, chondrocytes are formed after the condensation of mesenchymal stem cells and finally create a scaffold for osteoblastogenesis. For life-long cartilage homeostasis, differentiation and regeneration of chondrocytes are required and necessary to maintain normal joints and longitudinal growth. Therefore, the importance of chondrogenic progenitors, from which differentiated chondrocytes are formed, is becoming a key research focus. Lineage commitment and differentiation are pivotal decisions that ensure the proper structure and function of cartilage in multicellular organisms. Among these, the precursors in growth plates have been relatively well studied. Longitudinal bone growth is implemented by the growth plate, which comprises the following four morphologically distinct regions: resting zone (RZ), proliferation zone (PZ), pre-hypertrophy zone (PHZ), and hypertrophy zone (HZ). The chondrogenic progenitors are enriched in the RZ and can be regulated by several signaling pathways. A previous study demonstrated the existence of a quiescent progenitor cell population in the growth plate (Hunziker, 1994), while later studies identified slowly proliferating cells in the RZ in mice (Candela et al, 2014; Karlsson et al, 2009). In chasing experiments, following administration of either [H3] thymidine or 5-bromo-2-deoxyuridine (BrdU), proliferative cells were diminished after a prolonged period with pulsed RZ cells, while the slowly proliferating or resting cells remained undiluted (Candela et al, 2014; Karlsson et al, 2009; Ohlsson et al, 1992). More recently, using clonal genetic lineage tracing technology with *Col2-CreER*^*T2*^*; Rosa26-Confetti* mice, Newton et al, demonstrated the Col2^+^ cells closed to secondary ossification center undergoing a radical differentiation to columnar chondrocytes and acquired self-renewal capabilities (Newton et al, 2019). Moreover, *Pthrp-CreER*^*T2*^*;tdTomato* mice were used to reveal that parathyroid hormone-related protein (PTHrP) labeled a subset of skeletal stem cells (SSCs) within the RZ and expressed the traditional SSC surface markers which are integrin alpha V (CD51)^+^Thy-1 (CD90)^−^CD105^−^CD200^+^ (Mizuhashi et al, 2018). Most recently, a population of FoxA2^+^ cells distinguished from PTHrP^+^ cells were identified as long-term SSCs, which were also located at the top of the RZ but were found to be PTHrP negative. These cells were dual osteo-chondrogenic progenitors during early postnatal development but possessed strong differentiation activity to give rise to chondrocytes thereafter (Muruganandan et al, 2022). Overall, previous work highlighted the heterogeneity and complexity of chondrogenic stem cells or precursors in postnatal mice. However, even after a long chasing time, the contributions of these mentioned SSCs to chondrocytes remain limited, which indicates a more general chondrogenic progenitor population derived from SSCs maintains the architecture and function of cartilage.

It has been demonstrated that the cytokine Indian hedgehog (IHH), which is released from the PHZ in the growth plate, is indispensable for endochondral ossification and interacts with PTHrP to control the differentiation of chondrocytes at multiple steps (Kobayashi et al, 2002; Kobayashi et al, 2005; Mak et al, 2008; St-Jacques et al, 1999). Notably, the antagonists of the Indian hedgehog pathway have been developed as potential therapeutic drugs for curing multiple types of cancer, including pediatric medulloblastoma (Li et al, 2019). However, the administration of IHH inhibitors causes adverse effects such as bone growth retardation and growth plate fusion; furthermore, these aberrant structures cannot be rescued by subsequent bone remodeling (Kimura et al, 2008; Li et al, 2019), which clearly indicates the importance of IHH in cartilage homeostasis. IHH signals via the seven-pass transmembrane protein Smoothened (Smo) to regulate downstream targets by either activating or suppressing Gli1-3 transcription factors (Ingham and McMahon, 2001). Gli1 is not only a transcription activator but also a direct target of the IHH pathway, thus amplifying the transcriptional response to IHH signaling. We previously demonstrated that the IHH-responsive cells (also known as Gli1^+^ cells) in the chondro-osseous junction of a long bone are osteogenic progenitors that have vital roles in the postnatal homeostasis of the trabecular bone (Shi et al, 2017). Thus, it is important to understand the role of Gli1^+^ cells in chondrogenesis.

IHH induces the expression of various bone morphogenetic proteins (BMPs) in the flanking perichondrium/periosteum and proliferating chondrocytes (Minina et al, 2001), which also regulates cartilage homeostasis (Haseeb et al, 2021; Lin et al, 2016; Yoon and Lyons, 2004). Moreover, individual or combinatorial deletion of BMP2, 4, and 7 in the embryonic mesenchyme of a genetic mouse model showed that a certain level of BMP is required for chondrogenesis (Bandyopadhyay et al, 2006). Although BMP2 is considered the main player in chondrocyte proliferation and maturation during endochondral bone development (Shu et al, 2011), BMP4 and BMP7 are also necessary for chondrogenesis of mesenchymal stem cells (Lee and Li, 2017; Miljkovic et al, 2008). Downstream of BMPs, the Smads are essential mediators of signaling in chondrocytes, in which deletion of Smad6 or Smad7 results in abnormal growth plates (Wang et al, 2014). As one of the four type I receptors, BMP receptor 1A (BMPR1A) is a serine/threonine kinase receptor that mediates BMP signals (Miyazono et al, 2010). Conditional deletion of *Bmpr1α* in Collagen type II (Col2) positive chondrocytes has been shown to cause chondrodysplasia (Yoon et al, 2005). Furthermore, neonatal deletion of *Bmpr1α* with an inducible *aggrecan-CreER*^*T2*^ transgenic mouse line has been shown to prevent chondrogenesis and cause the arresting of long bone growth (Jing et al, 2013). Since aggrecan is expressed in all chondrogenic lineage cells in *aggrecan-CreER*^*T2*^ transgenic mice administered tamoxifen, thus the potential function of BMPR1A in chondrogenic progenitors has yet to be investigated in this paper. Emerging evidence indicates that BMP signaling is critical to maintain stemness in multiple tissues. In addition, BMP has been reported to restrict stemness of intestinal stem cells by inhibiting the signature genes (Qi et al, 2017). Moreover, specific deletion of *Bmpr1α* in satellite cells (muscle stem cells) has been shown to result in reduced postnatal muscle growth and a reduced satellite cell reservoir (Stantzou et al, 2017). It is intriguing to understand whether the BMP-BMPR1A axis maintains the pool of Gli1^+^ CPs during cartilage homeostasis.

Here, we showed that Gli1 identified a common postnatal chondrogenic progenitor population in the cartilage of young and aged mice. These Gli1^+^ chondrogenic progenitors (Gli1^+^ CPs) were distinct from FoxA2^+^ and PTHrP^+^ SSCs, but indispensable for chondrocyte homeostasis, especially in the growth plate. Genetic removal of *Bmpr1α* in Gli1^+^ CPs led to exhaustion of the progenitor pool and reduced the length of the growth plate indicating that the BMP pathway was required to maintain Gli1^+^ CPs. Notably, introducing an IHH antagonist as a cancer therapeutic drug in a clinical trial significantly reduced the proliferation and differentiation of Gli1^+^ CPs, thereby harming bone growth.

## Results

### Gli1^+^ cells are lifelong principal progenitors in cartilage

To investigate the contribution of Gli1-expressing cells (Gli1^+^ cells) to chondrocytes, we traced the fate of Gli1^+^ cells with *Gli1-CreER*^*T2*^*; tdTomato* mice by tamoxifen (TAM) starting at 1 month or 12 months of age, before harvesting at different times. In this system, both Gli1^+^ cells and their descendants are permanently labeled by red fluorescent protein tdTomato; therefore, we term these progenies tdTomato^+^ chondrocytes. When administrated tamoxifen at 1 month, Gli1^+^ cells were found predominantly in the RZ of the long bone growth plate after 1-day-pulse (Fig. 1A). Besides, we performed the lineage tracing and monitored the changes of the tdTomato^+^ cells at six consecutive time points, that was Day1, Day3, Day7, Day14, Day21 and 1 month after TAM administration. The tdTomato^+^ population was enriched in growth plate as time went go and finally constituted the entire column from the resting zone to the hypertrophic zone (Fig. 1A). Subsequently, we quantified the percentage of lineage-marked tdTomato^+^ cells to total cells in growth plate region. The percentage of tdTomato^+^ cells in growth plate was gradually increased, from 6.5 ± 1.7% after 1-day-pulse to 73.5 ± 8.4% after 1-month-chasing (Fig. 1B). These data indicated that Gli1^+^ cells and their descendants could form columnar chondrocytes. Similarly, Gli1^+^ cells were present in the superficial layer of articular cartilage, costal cartilage and the topmost layer of the growth plate underneath the cartilage endplate in vertebrae at 1 month of age. After chasing for 1 month, the tdTomato^+^ chondrocytes expanded in articular cartilage, costal cartilage and the growth plate region from vertebrae (Fig. EV1A). Surprisingly, a considerable proportion of cells in the annulus fibrosus were also tdTomato positive, suggesting a role for Gli1^+^ cells in intervertebral disc maintenance (Fig. EV1A). Moreover, we minored the expansion of tdTomato^+^ cells for 3 months and 12 months after TAM administration at 1 month of age. The number of tdTomato^+^ cells was extremely increased after a longer chasing (Fig. EV1C, D). In addition, we found that tdTomato^+^ chondrocytes were abundant throughout the temporomandibular joint (TMJ) (Fig. EV1E). The initial Gli1^+^ cells were not mature chondrocytes, as indicated by the low number of aggrecan co-stained cells, but increasingly contributed to cartilage over time. Moreover, their progenies (tdTomato^+^ chondrocytes) were expressed aggrecan, which demonstrated that the Gli1^+^ cells functioned as progenitors of chondrocytes in multiple cartilage tissues. In addition, some solitary tdTomato^+^ cells resided in the RZ after 1 month of chasing, indicating that the residual single tdTomato^+^ cells may act as long-standing chondrogenic progenitors for growth plate formation.

**Figure 1:**
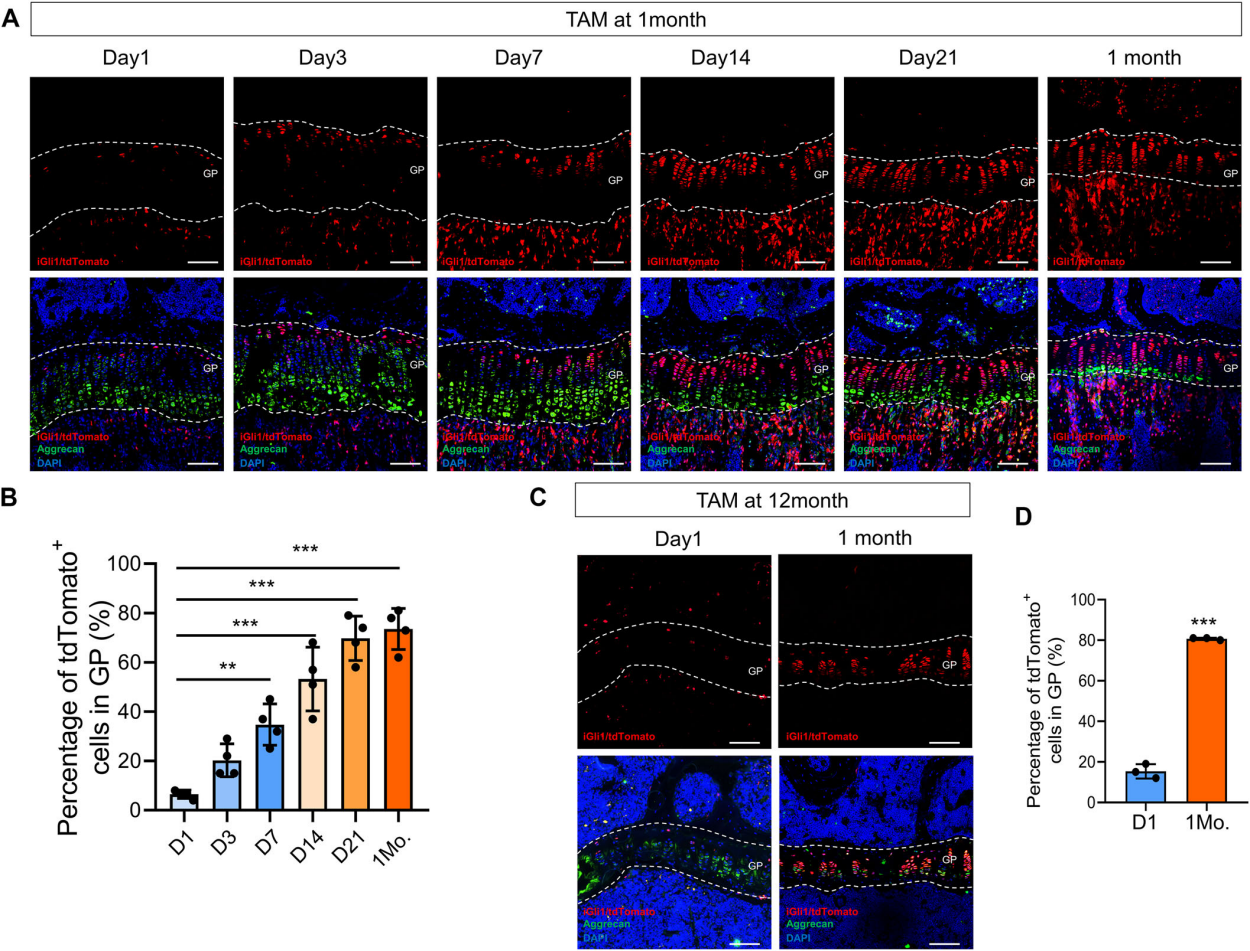
Gli1^+^ chondrogenic progenitors are the source of columnar chondrocytes. (**A**, **B**) *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested at indicated days. (**A**) Representative confocal images from frozen sections of growth plate from the tibia. The white dashed lines indicate the region of growth plate. GP, growth plate. Red: tdTomato; Green: Aggrecan; Blue: DAPI. Scale bars=100 µm. (**B**) The percentage of tdTomato^+^ cells to all cells from growth plate region was quantified. *n* = 4 mice per group. (**C**, **D**): *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 12-months old and harvested after 1 day or 1 month. (**C**) Representative confocal images from frozen sections of growth plate from the tibia. The white dashed lines indicate the region of growth plate. GP, growth plate. Red: tdTomato; Green: Aggrecan; blue: DAPI. Scale bars=100 µm. (**D**) The percentage of tdTomato^+^ cells to all cells from growth plate region was quantified. *n* = 3 mice per group. Data information: In (**B**, **D**), data are presented as mean ± s.d. Significance was determined using one-way ANOVA followed by Tukey’s test (**B**) or unpaired *t*-tests (**D**). **P < 0.01, ***P < 0.001. Source data are available online for this figure.

**Figure EV1:**
(related to Fig. 1). (**A**) *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested after 1 day or 1 month. Representative confocal images from frozen sections of articular cartilage from tibia, costal cartilage and vertebrae. AC, articular cartilage; GP, growth plate; CC, costal cartilage; VB: vertebrae. Red: tdTomato; Green: aggrecan; Blue: DAPI. Scale bars = 100 µm. (**B**) *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 12 months old and harvested after 1 day or 1 month. Representative confocal images from frozen sections of articular cartilage from tibia, costal cartilage and vertebrae. AC, articular cartilage; GP, growth plate; CC, costal cartilage; VB: vertebrae. Red: tdTomato; Green: aggrecan; Blue: DAPI. Scale bars = 100 µm. (**C**) *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1-month old and harvested after 12 months. Representative confocal images from frozen sections of the tibia. Boxed areas are shown at higher magnification in corresponding panels to the right. Green box, articular cartilage; Orange box, growth plate. GP, growth plate; Tb: trabecular bone. Red: tdTomato; Green: aggrecan; Blue: DAPI. bars = 100 µm. (**D**) The percentage of tdTomato^+^ Acan^+^ to Acan^+^ cells was quantified. *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested after 24 h, 3 months and 12 months, respectively. *n* = 3 mice per group, data are presented as mean ± s.d. Significance was determined using one-way ANOVA followed by Tukey’s test. *P < 0.05, ***P < 0.001. (**E**) Representative confocal images of EdU staining of temporomandibular joint. Scale bars = 100 µm.

Therefore, we next examined whether Gli1^+^ cells were long-term populations that continued to form cartilage in aged mice. To this end, we administrated TAM to *Gli1-CreER*^*T2*^*; tdTomato* mice at 12 months old before harvesting at different time pionts and tracked the fates of these tdTomato^+^ chondrocytes. Our results showed that Gli1^+^ cells were still present in the aged cartilage, including the RZ of the growth plate, superficial layer of the articular cartilage, superficial layer of the growth plate in vertebrae, and the junction of the costal cartilage 24 h after administration (Fig. 1C, EV1B). Notably, the percentage of tdTomato^+^ cells to all chondrocytes in growth plate significantly increased from 15.3 ± 3.5% after 24 h-pulsing to 80.7 ± 0.6% after 1-month-chasing in aged mice, indicating that most of the chondrocytes were descendants of Gli1^+^ cells in aged mice (Fig. 1D). Overall, these findings indicated that the Gli1^+^ cells in postnatal mice continued to be a lifelong source of chondrocytes in multiple cartilages.

### Identification of Gli1^+^ progenitors in cartilage

Given that Gli1^+^ cells were present in cartilage that later gave rise to mature chondrocytes, we hypothesized that Gli1^+^ cells functionally acted as chondrogenic progenitors and contributed to the formation of cartilage. To this end, we first tested the self-renewability of postnatal Gli1^+^ cells. TAM was given to *Gli1-CreER*^*T2*^*; tdTomato* mice once daily for 3 consecutive days starting at 1 month of age. Twenty-four hours after the last dosing, both Gli1^+^ and Gli1^−^ cells were isolated from the growth plate and sorted for use in a colony-forming unit (CFU) assay. The results demonstrated that the Gli1^+^ cells formed more colonies than the Gli1^−^ cells (Fig. 2A). We next isolated individual primary Gli1^+^ or Gli1^−^ colonies and sub-cultured them to determine their self-renewal ability in vitro (Fig. 2B). As a result, 11 out of 58 (19%) Gli1^+^ primary colonies could undergo at least four passages, while only two out of 21 (9.5%) Gli1^−^ primary colonies underwent two passages (Fig. 2C). Meanwhile, we found that less than 5% of Gli1^+^ cells in the growth plate (1.9 ± 0.8%), costal cartilage (1.8 ± 1.0%), and vertebrae (4.8 ± 2.6%) were positive for Ki67 staining, which indicated the majority of Gli1^+^ cells were slow-proliferative (Fig. 2D). We next sought to examine the features of Gli1^+^ cells by fluorescence-activated cell sorting (FACS) analyses with antibodies against endogenous proteins. The FACS data showed that more than 99% of Gli1^+^ cells were in CD31^−^ CD45^−^ Ter119^−^ and CD90.2^−^ population. The Gli1^+^ (Gli1^+^ cells, CD45^−^ CD31^−^ Ter119^−^ tdTomato^+^) population had a higher proportion of CD51 (AlphaV)^+^ CD105^+^ fraction than Gli1^−^ chondrocytes (Gli1^−^ cells, CD45^−^ CD31^−^ Ter119^−^ tdTomato^−^), which regarded as a progenitor population (Fig. EV2A). Meanwhile, the CD45^−^ CD31^−^ Ter119^−^ CD51^+^ CD105^−^ CD200^+^ population, referring to mouse skeletal stem cells (mSSCs) (Chan et al, 2015) was not strikingly increased in Gli1^+^ cells, which suggested Gli1^−^ SSCs existing in the growth plate. Next, to examine the multipotency, Gli1^+^ chondrocytes were isolated and further expanded in vitro. The Gli1^+^ CPs could generate an alizarin red stained mineralized matrix, oil red stained droplets, and alcian-blue stained matrix when cultured in chondrogenic, osteogenic, or adipogenic differentiation medium, respectively (Fig. EV2B).

**Figure 2:**
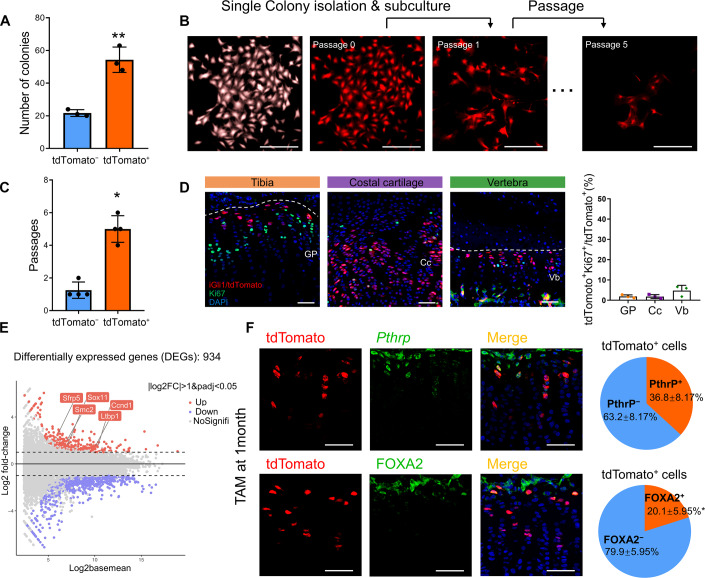
Gli1^+^ chondrogenic progenitors behave as skeletal stem cells. (**A**–**C**) *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested at Day1 for primary chondrogenic cells isolation. (**A**) Quantification of the colony numbers at Passage 0 in CFU assay. *n* = 3 mice per group, data are presented as mean ± s.d. (**B**) Representative images of colony-forming unit assay and subsequent passaging of individual tdTomato^+^ colonies. (**C**) The subsequent passage number of tdTomato^−^ cells (Gli1^−^) and tdTomato^+^ cells (Gli1^+^). *n* = 4 mice per group, data are presented as mean ± s.d. (**D**) Representative confocal images of immunofluorescence staining of Ki67 from 1-month-old *Gli1-CreER*^*T2*^*; tdTomato* mice. The percentage of the tdTomato^+^ Ki67^+^/ tdTomato^+^ cells was quantified. GP, growth plate; CC, Costal cartilage. Vb, Vertebrae. *n* = 3 mice per group, data are presented as mean ± s.d. (**E**) MA plot (Log2 fold change) of differentially expressed genes (DEGs) between Gli1^+^ cells vs. Gli1^−^ cells with representative upregulated genes in each cell population. (**F**) Representative confocal images to monitor the expression of tdTomato, *Pthrp* and FOXA2 in growth plate of proximal tibia from 1-month-old mice. The pie chart showed the percentage of indicated population in tdTomato^+^ cells. *n* = 3 mice per group, data are presented as mean ± s.d. Scale bars = 100 µm. Significance was determined using unpaired *t*-tests (**A**, **C**, **F**). *P < 0.05, **P < 0.01. Source data are available online for this figure.

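Among the genes labelled in Fig. 2E, *Ltbp1* (ENSMUSG00000001870, chromosome 17, 75005568 to 75392512, plus strand) was at 116 ± 101 CPM (SD, n = 3) in Gli1+ cells and 31.5 ± 14.8 CPM (SD, n = 3) in Gli1- cells. Its log2FC was 1.88 (standard error 0.75, adjusted p = 0.9999 from edgeR's quasi-likelihood test). The unadjusted p-value was 0.0367, and *Ltbp1* was higher in Gli1+ cells in 3 of 3 pairs. Gli1+ replicate 1 had the highest level, 226 CPM, and without it the log2FC of *Ltbp1* was 0.92. DESeq2's Wald test with the replicate block, chosen after seeing the data, called *Ltbp1* at a log2FC of 1.55 (adjusted p = 0.0113, against 0.00044 to 1.0 over the alternatives). Over all 14801 genes, 205 had a log2FC over 1 and 293 one under -1 at an unadjusted p-value under 0.05.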

**Figure EV2:**
(related to Fig. 2). (**A**) Flow cytometry analysis of skeletal stem and progenitor cell-surface-marker in primary chondrogenic cells from growth plate. tdTomato^−^, tdTomato^−^ fraction of CD45^−^CD31^−^Ter119^−^ cells; tdTomato^+^, tdTomato^+^ fraction of CD45^−^CD31^−^Ter119^−^ cells. Blue box, CD45^−^CD31^−^Ter119^−^CD51^+^ tdTomato^−^ fraction (Gli1^−^). Red box, CD45^−^CD31^−^Ter119^−^CD51^+^ tdTomato^+^ fraction (Gli1^+^). The left bar graph showed the percentage of CD105^−^CD200^+^ and CD105^+^ cells within Gli1^−^ and Gli1^+^ fractions. The right bar graph showed the fold change of Gli1^+^ fractions compared with Gli1^−^ fraction. *n* = 3 mice per group, data are presented as mean ± s.d. Significance was determined using unpaired *t*-tests. *P < 0.05, **P < 0.01. (**B**) Representative tri-lineage differentiation images of Gli1-CreER^T2^–tdTomato^+^ cells. Alizarin Red stain was used for osteogenesis; oil red stain was used for adipogenesis; toluidine blue stain was used for chondrogenesis. (**C**) Representative confocal images to monitor the expression of tdTomato, *Pthrp* in 1-month-old mice using RNAscope assay. (**D**) Representative confocal images of immunofluorescence staining of FOXA2 in costal cartilage and vertebrae from 1-month-old *Gli1-CreERT2; tdTomato* mice. (**E**) Representative confocal images to monitor the expression of *Gli1*, *Pthrp* and FOXA2 in the growth plate of proximal tibia from 12-month-old mice using RNAscope assay. Data Information: In (**B**), scale bars = 1 mm (Osteogenesis),100 µm (Adipogenesis, Chondrogenesis). In (**C**–**E**), scale bars = 25 µm.

To gain a better understanding of the molecular identity of Gli1^+^ cells in the cartilage, we compared their RNA profile with that of the Gli1^−^ cells from the same mice. Specifically, we performed RNA-seq experiments with FACS-sorted Gli1^+^ (CD45^−^ CD31^−^ Ter119^−^ tdTomato^+^) versus Gli1^−^ (CD45^−^ CD31^−^ Ter119^−^ tdTomato^−^) chondrocytes digested from the costal cartilage in 1-month-old *Gli1-CreER*^*T2*^*; tdTomato* mice harvested 24 h after TAM administration. 

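In these mice, tamoxifen (TAM) activates a CreER recombinase made from the *Gli1* locus, which turns on the red reporter tdTomato, and antibodies against CD45, CD31 and Ter119 set aside leukocytes, endothelial cells and erythroid cells. RNA from 3 Gli1+ and 3 Gli1- populations was sequenced as 1 library each, from mice 1 month old and 24 h after TAM. The paper gives the tissue as costal cartilage, whereas the sample labels name the growth plate. The libraries carry replicate numbers 1, 2 and 3 in each population. The authors deposited the number of reads counted on each of 54532 genes, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. Of the 54409 of these genes found in GENCODE M21 on GRCm38, 53499 (98.3%) had the coordinates given there, and GRCm38 is the build of the coordinates given here. The Gli1+ libraries held 18159196, 18214594 and 18108699 counts for replicates 1, 2 and 3, with a median of 18159196. The Gli1- libraries held 17182774, 18602482 and 17114101 counts, with a median of 17182774. In Gli1+ replicate 1, 15000 genes had a count, against 20666 to 23360 genes in the other libraries.
Genes with too few counts were removed with edgeR's filterByExpr (minimum count of 10), which left 14801 genes. The libraries were scaled by TMM, which corrects for differences in composition, and levels are given as TMM-normalized CPM, counts scaled to the size of the library. The populations were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG at a |log2FC| over 1 and an adjusted p-value under 0.05, the thresholds of the paper's Methods. The 6 libraries entered the comparison as independent samples, and a fit with the replicate number as a block was an alternative. The biological coefficient of variation, which measures the spread between replicates beyond counting noise, was 0.662, and 0.466 within replicate numbers.
*Gli1* was examined first because its locus drives the label. It is listed as ENSMUSG00000025407 and lies on the minus strand of chromosome 10 from 127329882 to 127341974. The 3 Gli1+ libraries held 86, 104 and 152 counts of *Gli1*, and the 3 Gli1- libraries held 14, 19 and 46. These correspond to 6.31 ± 1.72 CPM (SD, n = 3) in Gli1+ cells and 1.47 ± 0.874 CPM (SD, n = 3) in Gli1- cells. All Gli1+ libraries lay above all Gli1- libraries (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The log2FC of *Gli1* was 2.09 (standard error 0.68, adjusted p = 0.9999 from edgeR's quasi-likelihood test, unadjusted p = 0.0152). With each library left out in turn it lay between 1.76 and 2.66. DESeq2's Wald test with the replicate block, chosen after seeing the data, called *Gli1* at a log2FC of 2.20 (adjusted p = 0.0171, against 0.00809 to 1.0 over the alternatives).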

Our results revealed that 934 genes were differentially expressed between the two cell types. Among them, Gli1^+^ cells were significantly enriched in mRNA for several markers that have been previously assigned to skeletal stem/progenitor cells (SSPCs) or bone mesenchymal stem cells (BMSCs)(He et al, 2021), including *Sox11*, *Sfrp5*, *Smc2*, and *Ccnd1* (Fig. 2E). 

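Of the 14801 genes tested, 0 passed both thresholds in the comparison of 3 Gli1+ with 3 Gli1- libraries, and the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.9999. In simulated counts with differences between pairs, the same test recovered few of 200 genes changed by a log2FC of 2 or 3. It recovered 5 with a spread that followed the trend and 0 with a scattered spread. Its 0 in these libraries therefore cannot exclude such changes. At an unadjusted p-value under 0.05 there were 514 genes, of which 212 were higher and 302 lower in Gli1+ cells. In 1257 genes (8.49%) the libraries of both populations did not overlap, where chance gives 10% if all 6 libraries are independent. Among these, 598 were higher and 659 lower in Gli1+ cells. Likeness within pairs would lower that 10%, so the 8.49% does not show less separation than chance. Within the pairs given by the replicate numbers, 5549 genes (37.5%) changed in the same direction in all 3 pairs, where chance gives 25%.
With the replicate number as a block, 0 genes were called and 1274 had an unadjusted p-value under 0.05, and the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.307. Over all alternatives, with edgeR, DESeq2 or limma-voom, the smallest adjusted p-value ranged from 4.8e-40 to 1.0. The number of DEGs moved most with DESeq2's Wald test, the replicate block and both libraries of replicate 1 left out, a setting chosen after seeing the data, in which 725 genes were called, 259 higher and 466 lower. The same test with all 3 replicates called 425 genes, 109 higher and 316 lower in Gli1+ cells. It called 182 genes without replicate 2 and 69 without replicate 3. Of the alternatives set beforehand, DESeq2's Wald test without the block called 17 genes, 7 higher and 10 lower. Without a filter on low counts edgeR called 267 genes, 20 higher and 247 lower.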

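*Sox11* (ENSMUSG00000063632, chromosome 12, 27334264 to 27342574, minus strand) was at 11.2 ± 5.89 CPM (SD, n = 3) in Gli1+ cells and 3.58 ± 2.17 CPM (SD, n = 3) in Gli1- cells. Its log2FC was 1.64 with a standard error of 0.69. *Sfrp5* (ENSMUSG00000018822, chromosome 19, 42197971 to 42202252, minus strand) was at 8.44 ± 8.19 CPM (SD, n = 3) and 1.11 ± 0.617 CPM (SD, n = 3), with a log2FC of 2.92 and a standard error of 0.99. *Smc2* (ENSMUSG00000028312, chromosome 4, 52439243 to 52488260, plus strand) was at 11.8 ± 8.04 CPM (SD, n = 3) and 2.76 ± 1.14 CPM (SD, n = 3), with a log2FC of 2.09 and a standard error of 0.67. *Ccnd1* (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925, minus strand) was the most abundant of the 4, at 114 ± 61.8 CPM (SD, n = 3) and 41.4 ± 23.8 CPM (SD, n = 3). Its log2FC was 1.46 with a standard error of 0.59. Each of the 4 genes was higher in Gli1+ than in Gli1- cells of the same replicate number in 3 of 3 pairs. All Gli1+ libraries lay above all Gli1- libraries for *Sox11* and *Smc2*, while the populations overlapped for *Sfrp5* and *Ccnd1*.

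**Figure D1:**
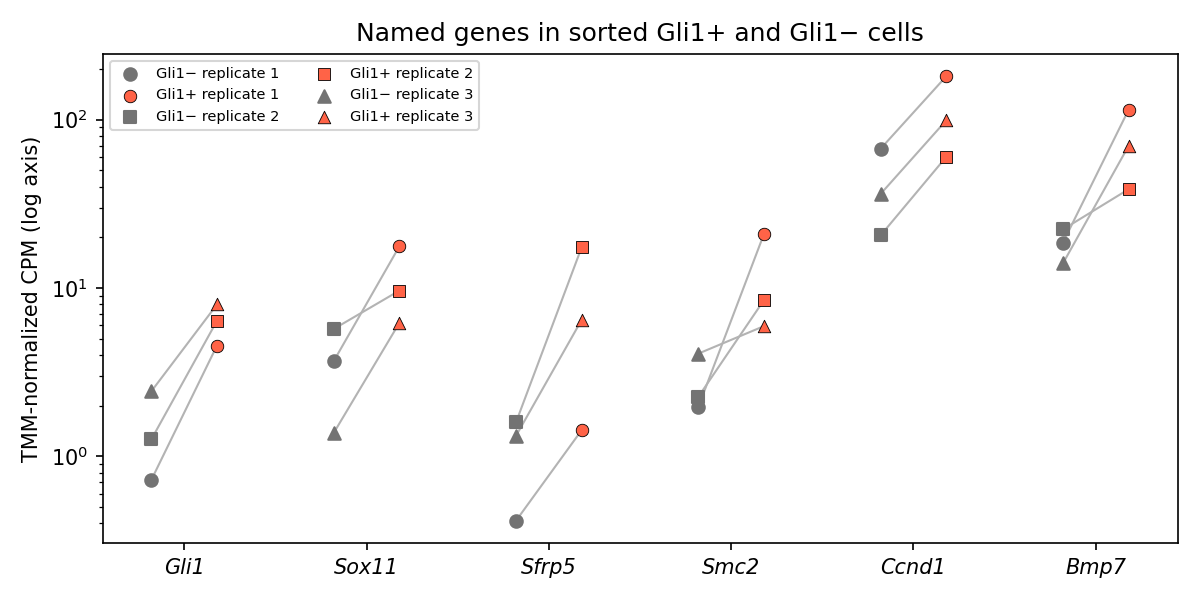
TMM-normalized CPM (log axis) of *Gli1*, *Sox11*, *Sfrp5*, *Smc2*, *Ccnd1* and *Bmp7* in each library. Grey symbols are Gli1- and red symbols Gli1+ libraries, the shape gives the replicate number, and lines join libraries of the same number. Every line rises from Gli1- to Gli1+ cells, and *Sfrp5* in Gli1+ replicate 1 (1.43 CPM) lies below Gli1- replicate 2 (1.59 CPM).

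The unadjusted p-values of edgeR's quasi-likelihood test were 0.0453 for *Sox11*, 0.0183 for *Sfrp5*, 0.0138 for *Smc2* and 0.0381 for *Ccnd1*, and the adjusted p-value was 0.9999 for each. Of the 19 genes named by a rule set before the counts were seen, 0 passed when p-values were adjusted over all genes tested, and 9 had an unadjusted p-value under 0.05. When adjusted over the list alone, 2 of the 19 passed, *Bmp7* and *Mki67*, but the study chose part of this list on these libraries, so this count is not independent evidence. Without Gli1+ replicate 1 the log2FC fell to 1.12 for *Sox11*, 1.36 for *Smc2* and 0.91 for *Ccnd1*, and without Gli1+ replicate 2 that of *Sfrp5* fell to 1.82. DESeq2's Wald test with the replicate block, chosen after seeing the data, called *Sfrp5* (adjusted p = 0.00671, against 2.5e-06 to 1.0 over the alternatives) and *Ccnd1* (adjusted p = 0.000687, against 1.8e-07 to 1.0). The same test gave *Sox11* an adjusted p of 0.0613 (0.0613 to 1.0 over the alternatives) and *Smc2* one of 0.0872 (0.00892 to 1.0), and called neither. The lowest value for *Smc2* came from the same test with the Gli1- numbers in the order 3 2 1, also chosen after seeing the data, which called it.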

Regarding the connection between Gli1^+^ chondrocytes and the recently reported skeletal stem cells, we found Gli1^+^ cells located underneath the PTHrP^+^ and FoxA2^+^ SSCs in the growth plate. A relatively small proportion of Gli1^+^ cells in growth plate expressed *Pthrp* (36.8% ± 8.1%) and FOXA2 (20.1% ± 5.9%) according to the results of RNAscope assay and immunostaining respectively (Fig. 2F). Besides, fewer Gli1^+^ cells in the costal cartilage or vertebra were found to express *Pthrp* or FOXA2 (Fig. EV2C,D). Moreover, we found that Gli1^+^ cells in growth plate were still present in 12-month-old mice, while fewer PTHrP^+^ and FoxA2^+^ SSCs were found in aged mice (Fig. EV2E).

Although some Gli1^+^ CPs expressed *Pthrp* or FOXA2, the majority of Gli1^+^ cells exhibited different spatiotemporal features in vivo from PTHrP^+^ and FoxA2^+^ SSCs. Furthermore, Gli1^+^ cells exhibited limited proliferative capacity in vitro and fewer SSC markers compared with PTHrP^+^ and FoxA2^+^ SSCs. Most importantly, Gli1^+^ cells were present throughout the lifetime of mice. These findings suggest that bona fide stem cells give rise to functional chondrocytes by first differentiating into Gli1^+^ chondrocytes, which act as transitional progenitors. Taken together, based on their anatomical location and features both in vivo and in vitro, we designated these Gli1^+^ chondrocytes the chondrocyte progenitors (Gli1^+^ CPs).

### Depletion of Gli1^+^ CPs leads to severe cartilage defects and growth retardation

To assess the contribution of Gli1^+^ CPs to the architecture and function of the cartilage, we genetically ablated the cells by inducing the expression of the cytotoxic diphtheria toxin A (DTA) in Gli1^+^ populations. Briefly, we introduced TAM to both *Gli1-CreER*^*T2*^*; tdTomato* mice (Ctrl) and *Gli1-CreER*^*T2*^*; tdTomato; Rosa-DTA* (DTA) mice at 1 month of age and harvested them 1 month later. Sections of the proximal tibia, vertebrae, and rib cage from the DTA mice showed markedly fewer tdTomato^+^ cells than those from the Ctrl mice, confirming the effectiveness of the cell ablation technique. Deletion of Gli1^+^ at the postnatal stage induced a dwarfishness phenotype, including significant shortening of the axial and appendicular skeleton (Fig. 3A,B). Notably, three-dimensional (3D) reconstruction of μCT images revealed that the growth plate was severely defective in DTA mice (Fig. 3C). Moreover, safranin O/fast green staining showed that the structure of the growth plate in DTA mice was extremely fragmentary. In addition, the chondrogenic cells in the growth plate were aggregated as a cluster instead of having a columnar shape, with an abnormal morphology (Fig. 3D). Similarly, we found that the growth plate in the vertebrae was almost disappeared and the thickness of the articular cartilage became narrowed. Moreover, in DTA mice, a large number of chondrocytes from the costal cartilage lost their nucleus, and the number of columns was significantly reduced (Fig. 3E). The number of tdTomato^+^ cells in the growth plate from DTA mice dramatically decreased by 91% compared with the Ctrl group, confirming the effectiveness of the cell ablation technique. Furthermore, no tdTomato^+^ column, which contained at least five tdTomato^+^ cells in each column, could be observed in DTA mice, indicating that the normal structure of growth plate was severely damaged with DTA ablation (Fig. 3F,G). The residual Gli1^+^ CPs and their progeny showed limited expression of aggrecan and had a lower percentage of EdU labeling, indicating impaired differentiation and proliferation as a result of the deletion of Gli1^+^ cells (Fig. 3F,H). Taken together, our results showed that Gli1^+^ cells are functionally indispensable for growth plate and cartilage formation in postnatal mice.

**Figure 3:**
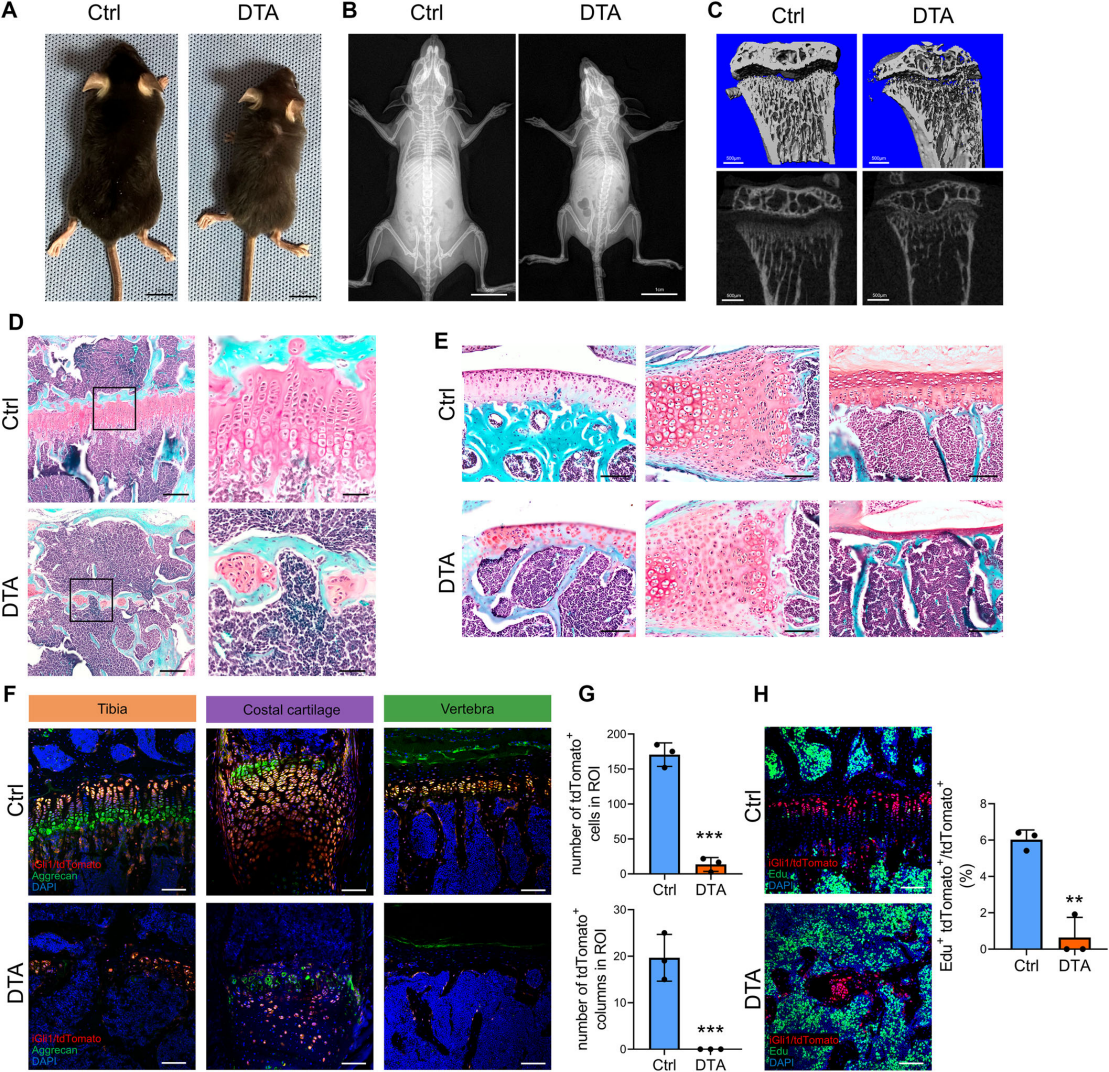
Gli1^+^ chondrogenic progenitors deletion leads to severe cartilage formation and growth retardation. *Gli1-CreER*^*T2*^*; tdTomato;Rosa-DTA* (DTA) mice were administrated tamoxifen (TAM) at 1-month-old and harvested at 2-month-old. (**A**) Representative images of gross morphology of Ctrl (*Gli1-CreER*^*T2*^*; tdTomato*^*+/−*^) and DTA (*Gli1-CreER*^*T2*^*; tdTomato*^*+/−*^*; DTA*) mice. (**B**) The X-ray images of gross morphology from Ctrl and DTA mice. (**C**) µCT images of growth plate region in the proximal tibia. Top, 3D reconstruction image; Bottom, longitudinal sections of the proximal tibia. (**D**) Representative safranin O/fast green staining of longitudinal tibial sections. Boxed regions are shown at higher magnification to the right. (**E**) Representative safranin O/fast green staining of articular cartilage in proximal tibia, costal cartilage and lumbar vertebrae. (**F**) Immunofluorescence staining of aggrecan in growth plate, costal cartilage and lumbar vertebrae. (**G**) The number of tdTomato^+^ cells (upper panel) and the number of tdTomato^+^ columns (contained more than 5 tdTomato^+^ cells in each column, lower panel) in growth plate were quantified. *n* = 3 mice per group, data are presented as mean ± s.d. (**H**) Proliferating cells (EdU^+^) were examined in growth plate of tibia from Ctrl and DTA mice. The percentage of EdU^+^tdTomato^+^/tdTomato^+^ was quantified and shown in bar graph. *n* = 3 mice per group. Data Information: In (**G**, **H**), data are presented as mean ± s.d. Significance was determined using unpaired *t*-tests (**G**, **H**). **P < 0.01, ***P < 0.001. In (**D**–**F**, **H**), scale bars=100 µm. Source data are available online for this figure.

### Indian hedgehog (IHH) signaling is indispensable for Gli1^+^ CPs in proliferation and chondrogenesis

Gli1 expression could simply be a marker for chondrogenic progenitors or could indicate a physiological response for IHH signaling in these cells. To clarify this, we used GDC-0449 (Vismodegib), a selective IHH signaling inhibitor and pharmaceutical drug for a variety of cancers, to inhibit the IHH pathway. After TAM administration for 3 days, the *Gli1-CreER*^*T2*^; *tdTomato* mice were daily injected with vehicle or GDC-0449 for 10 days. The mice administered GDC-0449 were smaller (both vertical and horizontal dimensions) than the vehicle mice (Fig. 4A), which was accompanied by the destruction of the growth plate structure in both the tibia and vertebrae (Fig. 4B,C). Moreover, fluorescence imaging confirmed reduced expansion of tdTomato^+^ chondrocytes in GDC-0449 treated mice (Fig. 4D). The quantitative data demonstrated that tdTomato^+^ cells remarkably decreased in cartilage from the growth plate of tibia, rib cage and vertebrae with GDC-0449 treatment (Fig. 4E). Since the structure of costal cartilage was different from the growth plate from tibia or vertebrae, which contained lots of hypertrophy chondrocytes, we just quantified the region that formed inerratic columns in costal cartilage. Moreover, we found that the number of columns which contained 4 tdTomato^+^ cells was significantly dropped. The number of columns which contained 6 or more tdTomato^+^ cells was gradually decreased as well in GDF-0449 treated mice (Fig. 4F). Meanwhile, the total number of tdTomato^+^ columns in growth plate, costal cartilage and vertebrae was also dramatically decreased after GDF-0449 treatment (Fig. 4G). Accordingly, EdU staining revealed that GDC-0449 treatment severely suppressed the proliferation of tdTomato^+^ cells in the growth plate (Fig. 4H,I). These data indicated an essential role of IHH signaling in Gli1-lineage cells in cartilage formation and homeostasis.

**Figure 4:**
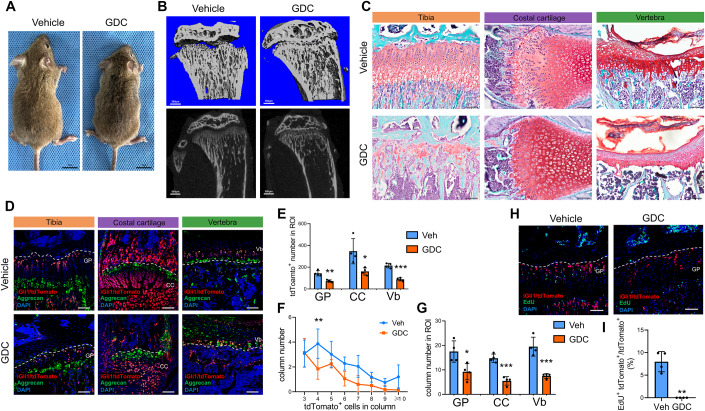
Hh signal is required for expansion and chondrogenesis of Gli1^+^ chondrogenic progenitors. *Gli1-CreER*^*T2*^*; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and injected with vehicle or GDC-0449 (GDC) before harvest. (**A**) Representative images of gross morphology of *Gli1-CreER*^*T2*^*;tdTomato* mice injected with vehicle or GDC-0449. (**B**) µCT images of growth plate region in proximal tibia. Top, 3D reconstruction image; bottom, longitudinal sections of the proximal tibia. (**C**) Representative safranin O/fast green staining of growth plate in tibia, costal cartilage and lumbar vertebrae. (**D**) Representative images of immunofluorescence staining of aggrecan on frozen sections of proximal tibia, costal cartilage and lumbar vertebrae. Red: tdTomato; Green: aggrecan; Blue: DAPI. The dashed line indicated the boundary of cartilage in tissues. (**E**) Quantification of the tdTomato^+^ cells number in the growth plate region, costal cartilage and vertebra, respectively. *n* = 4 mice per group. Data are presented as mean ± s.d. (**F**) Quantification of column number containing different number of tdTomato^+^ cells in growth plate. *n* = 4 mice per group. Data are presented as mean ± s.d. (**G**) Quantification of column number in the growth plate region, costal cartilage and vertebra, respectively. *n* = 4 mice per group. Data are presented as mean ± s.d. (**H**) Representative images of EdU staining of on longitudinal sections of the proximal tibia. The dashed line indicated the boundary of growth plate. (**I**) Quantification of the percentage of EdU^+^tdTomato^+^/tdTomato^+^ was shown. *n* = 4 mice per group. Data Information: In (**E**–**G**, **I**), data are presented as mean ± s.d. Significance was determined using unpaired *t*-tests (**E**, **G**, **I**) or two-way ANOVA followed by Sidak’s test (**F**). *P < 0.05, **P < 0.01, ***P < 0.001. In (**C**, **D**, **H**), scale bars = 100 µm. Source data are available online for this figure.

### BMPR1A in Gli1^+^ CPs is essential for cartilage homeostasis

To further investigate the molecular machinery responsible for the regulation of Gli1^+^ CPs, KEGG analysis of gene profiling was performed on both Gli1^+^ CPs and Gli1^−^ cells from the rib cartilage. 

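For the pathways, lists of 54 genes of Hedgehog signalling and 100 genes of TGF-beta signalling were used, of which 50 and 89 were tested. The lists were written by hand because KEGG's own gene sets were not used here. No gene was called higher in Gli1+ cells, so the hypergeometric test had no genes to work on. With the 205 genes that had a log2FC over 1 and an unadjusted p-value under 0.05, a choice made after seeing the data, 3 Hedgehog genes (*Ccnd1*, *Gli1* and *Hhip*) stood against 0.693 expected by chance. For TGF-beta signalling, 4 genes (*Bmp7*, *Inhbb*, *Lrrc32* and *Ltbp1*) stood against 1.23 expected. The 1-sided hypergeometric test, adjusted over the 19 lists tested, gave an adjusted p of 0.111 for Hedgehog (0.0323 to 1.0 over the alternatives) and 0.111 for TGF-beta signalling (0.111 to 1.0). With the 109 genes that DESeq2's Wald test with the replicate block called higher, 3 Hedgehog genes stood against 0.387 expected (adjusted p = 0.0323) and 3 TGF-beta genes against 0.688 expected (adjusted p = 0.12). *Gli1*, whose locus drives the label, is 1 of the 3 Hedgehog genes in both counts. Part of the Hedgehog result may therefore follow from the sort, and the list was not tested without *Gli1*.
Taken over all their members, both lists were centred near 0. The median log2FC was -0.087 for Hedgehog signalling, with 22 of 50 genes higher in Gli1+ cells, and -0.095 for TGF-beta signalling, with 37 of 89 higher. The competitive gene set test camera, at a preset correlation between genes of 0.01, gave an adjusted p of 0.576 for Hedgehog and 0.271 for TGF-beta signalling. Without Gli1+ replicate 1 the median of the TGF-beta list was -0.32 and its adjusted p from camera 0.0302 (0.0302 to 0.701 over the alternatives), towards Gli1- cells. The sign of the Hedgehog median changed in some alternatives, and without Gli1- replicate 1 it was 0.035. Among single members, 0 genes of either list passed when adjusted over all genes or when adjusted over the list alone, and 4 Hedgehog and 7 TGF-beta genes had an unadjusted p-value under 0.05, of which 1 and 3 were lower in Gli1+ cells. The smallest of these in the TGF-beta list was that of *Smad3*, a gene named after its values were seen, which was lower in Gli1+ cells in 3 of 3 pairs. *Smad3* was at 89.7 ± 15.1 CPM (SD, n = 3) in Gli1+ and 305 ± 20.8 CPM (SD, n = 3) in Gli1- cells, a log2FC of -1.77 (standard error 0.38, unadjusted p = 0.00164), and DESeq2 with the replicate block called it.
A shorter list of genes that Hedgehog signalling induces differed from the pathway list. Its 3 tested members, *Ptch1*, *Hhip* and *Gli1*, were all higher in Gli1+ cells, with a median log2FC of 2.09 (camera, adjusted p = 3.6e-06). The log2FC was 1.27 for *Ptch1* (standard error 0.64) and 3.05 for *Hhip* (standard error 0.82). With each library left out in turn, that of *Ptch1* lay between 0.45 and 1.62 and that of *Hhip* between 2.51 and 3.62. The median of the same 3 genes was 1.88 without Gli1+ replicate 3 and 2.66 without Gli1- replicate 3. The other 4 fits that left out a library did not test the same genes and are not given. None of these 3 genes passed when adjusted over all genes, while 2 passed when adjusted over the list alone and the same number had an unadjusted p-value under 0.05. *Gli1* itself marks the sorted cells. Of the 19 lists, 14 passed camera, 0 passed the rotation test fry and 0 passed camera with a correlation estimated per list, where the smallest adjusted p-values were 0.102 and 0.139. That of fry belonged to TGF-beta signalling, towards Gli1- cells. With the replicate block, fry passed 1 list, that of the superficial zone.

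**Figure D2:**
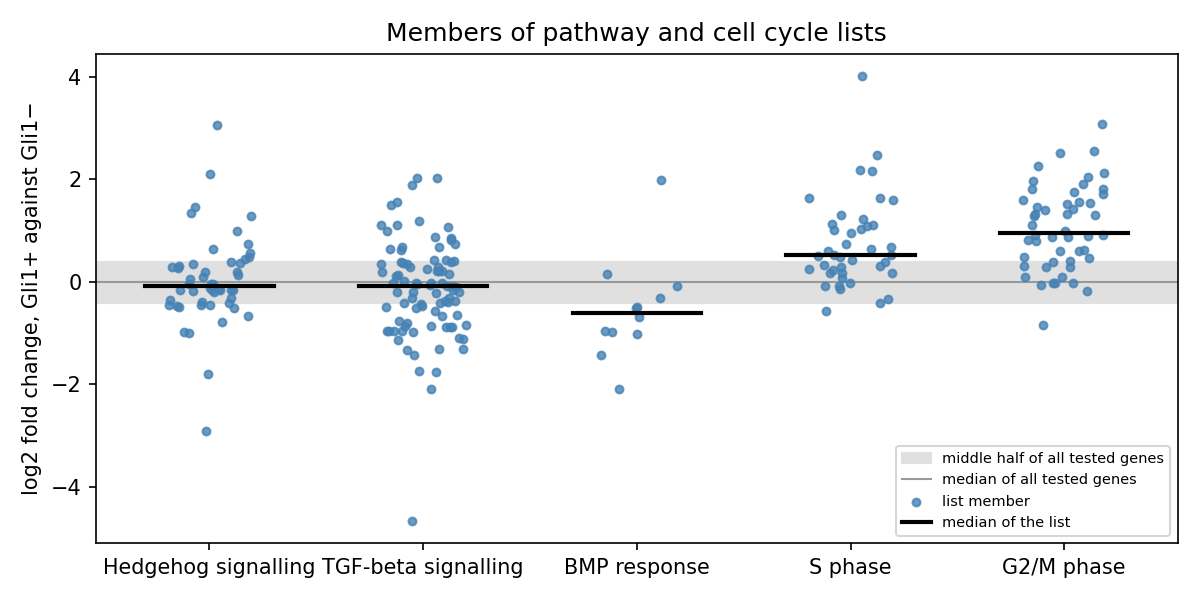
Log2FC (Gli1+ against Gli1- cells) of each tested gene in the lists for Hedgehog signalling, TGF-beta signalling, the response to BMP, S phase and G2/M phase. Each dot is a gene, the black bar is the median of the list, the grey band holds the interquartile range of all tested genes and the grey line is their median. The bars of Hedgehog and TGF-beta signalling lie at -0.087 and -0.095, that of the BMP response at -0.61, and those of S and G2/M phase at 0.51 and 0.95.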

The results showed that in Gli1^+^ CPs, the IHH pathway was enriched as expected, while, intriguingly, the TGF-beta pathway was also enriched (Fig. 5A). We further investigated the elevated genes and found high expression of *Bmp7*, whose signal was transduced by BMPR1A. 

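*Bmp7* (ENSMUSG00000008999, chromosome 2, 172868012 to 172940321, minus strand) was at 74.4 ± 38.2 CPM (SD, n = 3) in Gli1+ cells and 18.3 ± 4.14 CPM (SD, n = 3) in Gli1- cells. Its log2FC was 2.02 (standard error 0.50, adjusted p = 0.9999 from edgeR's quasi-likelihood test), with an unadjusted p-value of 0.00354. All Gli1+ libraries, at 115, 38.6 and 70.0 CPM, lay above all Gli1- libraries, at 18.6, 22.3 and 14.0 CPM (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2FC lay between 1.55 and 2.32 with each library left out in turn. Without a filter on low counts, edgeR called *Bmp7*. DESeq2's Wald test with the replicate block, chosen after seeing the data, called it with an adjusted p of 0.00403 (0.00034 to 1.0 over the alternatives).
*Bmpr1a*, which encodes BMPR1A (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341, minus strand), was at 107 ± 59.4 CPM (SD, n = 3) in Gli1+ cells and 92.6 ± 20.7 CPM (SD, n = 3) in Gli1- cells. Its log2FC of 0.21 was smaller than its standard error of 0.48 (unadjusted p = 0.667, edgeR's quasi-likelihood test). Gli1+ replicate 1 held 176 CPM of *Bmpr1a*, and without it the log2FC was -0.36. A list of 12 genes that respond to BMP signalling had a median log2FC of -0.61, with 2 of 12 genes higher in Gli1+ cells (camera, adjusted p = 0.00359). In 4 of the 10 splits of the 6 libraries into 3 and 3, camera's p-value was as small. The list did not pass fry (adjusted p = 0.436) or camera with an estimated correlation (adjusted p = 0.375). Its most abundant members were *Smad7* at 73.1 ± 41.2 CPM in Gli1+ and 104 ± 21.2 CPM in Gli1- cells and *Id3* at 33.6 ± 37.4 and 90.6 ± 41.3 CPM (SD, n = 3 each). Without Gli1+ replicate 1 the list's median was -0.38 (adjusted p = 0.195 from camera, against 5.1e-05 to 0.436 over the alternatives), and without Gli1- replicate 2 it was -0.45 (adjusted p = 0.0819). Without Gli1+ replicate 2 it was -1.33.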

The BMP pathway is a well-studied signaling pathway that regulates chondrogenesis (Minina et al, 2001). However, the role of BMP in regulating chondrogenic progenitors in vivo remains reclusive. To address this, we genetically deleted Bmpr1α from Gli1^+^ CPs in postnatal mice. Both *Gli1-CreER*^*T2*^*; tdTomato; Bmpr1α*^*fl/+*^ (WT) mice and *Gli1-CreER*^*T2*^*; tdTomato; Bmpr1α*^*fl/fl*^ (CKO) mice were administrated TAM at 1 month of age for 3 consecutive days. One month after the last dosing, the CKO mice exhibited remarkable growth retardation (Fig. 5B). Notably, the histomorphometry indicated more chondrocytes in the growth plate or costal cartilage but with less collagen surrounding the cells, as confirmed by safranin O staining upon *Bmpr1α* deletion (Fig. 5C). We also observed the aggregation of chondrocytes in the growth plate instead of their normal columnar arrangement (Fig. 5D). The number of single, clustered, and columnar chondrocytes were counted and calculated, which demonstrated a significant increase in clustered chondrocytes (Fig. 5E). These data strongly indicated that the ablation of *Bmpr1α* accelerated the entry of quiescent Gli1^+^ CPs into the cell cycle. The tibia, rib cage, and vertebrae were collected for sectioning and staining to detect p-SMAD1/5/ expression, which showed a dramatic decrease in CKO mice, confirming the efficiency of the inhibition of BMP signaling pathway (Fig. 5F). Moreover, the depletion of *Bmpr1α* led to an increase in the apoptosis of Gli1^+^ CPs and their descendants (Fig. EV3A), while the expression of Collagen X (COLX) was gradually decreased in CKO mice after chasing for 10 days (Fig. EV3B).

**Figure 5:**
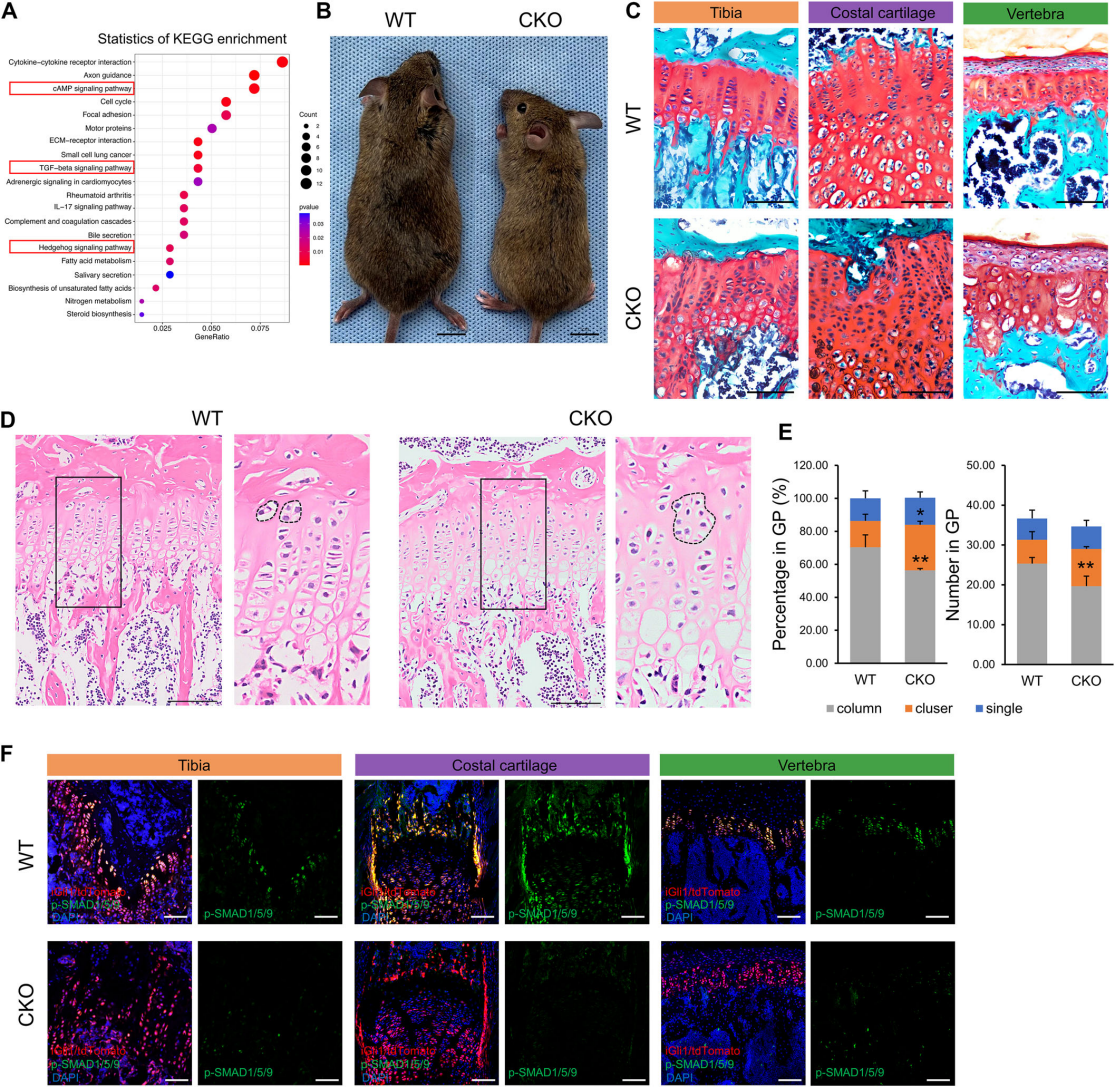
BMP signal is essential to maintain Gli1^+^ chondrogenic progenitors and cartilage formation. (**A**) Comparative RNA-seq analysis of Gli1^+^ cells and Gli1^−^ cells. Dot plot of KEGG enrichment analysis of upregulated genes in Gli1^+^ cells vs. Gli1^−^ cells. KEGG enrichment analysis was implemented by the ClusterProfiler package (R package) based on the hypergeometric distribution. (**B**–**F**) WT and BMPR1α CKO mice were administrated TAM at 1-month-old and harvested at Day30. (**B**) Representative images of gross morphology of WT and CKO mice. (**C**) Representative images of safranin O/fast green staining of growth plate from longitudinal tibial sections, costal cartilage and lumbar vertebrae. (**D**) H&E staining of sagittal sections from proximal tibia. Boxed regions are shown at higher magnification to the right. The dashed line circle indicated the cluster we defined. (**E**) The quantification of the percentage and the number of single cells, clusters and columns formation from H&E staining at Day30 after TAM administration. *n* = 3 mice per group, data are presented as mean ± s.d. Significance was determined using two-way ANOVA followed by Sidak’s test. *P < 0.05, **P < 0.01. (**F**) Immunofluorescence staining of p-SMAD1/5/9 on frozen sections of growth plate, costal cartilage and lumbar vertebrae. *n* = 3 mice per group. Data Information: In (**C**, **D**, **F**), scale bars=100 µm. Source data are available online for this figure.

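For the cell cycle, which is among the terms of Fig. 5A, lists of S phase and G2/M phase genes were tested over all their members. Of 41 S phase genes, 34 were higher in Gli1+ cells, with a median log2FC of 0.51 (camera, adjusted p = 4.7e-07). Of 50 G2/M phase genes, 44 were higher, with a median log2FC of 0.95 (camera, adjusted p = 1.2e-10). Without Gli1+ replicate 2, in which the G2/M genes were highest, the median of the G2/M list was 0.22, and without Gli1- replicate 2 it was 1.59. The median of the S phase list lay between 0.35 and 0.66 with each library left out. Neither list passed fry, with adjusted p-values of 0.123 for S phase and 0.337 for G2/M phase. Of single genes, 0 in either list passed when adjusted over all genes or over the list alone, and 5 S phase and 6 G2/M phase genes had an unadjusted p-value under 0.05. The most abundant members changed little, with a log2FC of 0.17 for *Pcna* and -0.030 for *Rangap1*.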

**Figure EV3:**
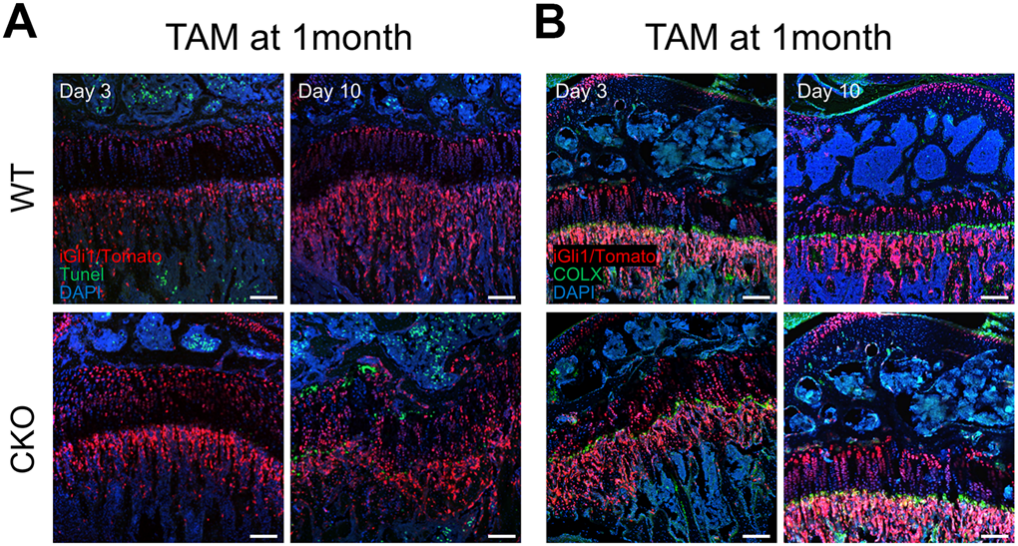
(related to Fig. 5). WT and BMPR1α CKO mice were administrated tamoxifen (TAM) at 1-month-old and harvested after 3 days or 10 days of chase respectively. (**A**) Representative images of TUNEL staining for apoptosis in growth plate region on indicated days. Green: TUNEL; Red: tdTomato; Blue: DAPI. (**B**) Immunofluorescence staining of COLX on frozen sections of growth plate on indicated days. Green: COLX. Scale bars = 100 µm.

### BMPR1A ablation accelerates Gli1^+^CP exhaustion

The maintenance of quiescent stem-like chondrocytes in the growth plate has been demonstrated to be critical for maintaining healthy cartilage (Chagin et al, 2014). Therefore, to further clarify the underlying mechanism by which *Bmpr1α* deletion in Gli1^+^ CPs results in cartilage defects, we sought to examine the maintenance failure of Gli1^+^ CPs in CKO mice. As an increased number of tdTomato^+^ chondrocytes were observed in the growth plate of postnatal CKO mice, we tested whether recruitment of Gli1^+^ CPs into the proliferative pool was accelerated in CKO mice. Similar to previous work that labeled stem-like cells, EdU was injected every 6–8 h for 2 days from postnatal day 7 (P7) to label slowly replicating chondrocytes (EdU^+^ cells), followed by TAM injections. Ki67 was used to detect the proliferating chondrocytes. The tdTomato, EdU, or Ki67 labeled cells were quantified 10 days after the final TAM administration (Fig. 6A). Our results revealed an increased number of EdU^+^ tdTomato^+^ double-labeled cells upon *Bmpr1α* ablation, suggesting that lack of *Bmpr1α* led to an increase in Gli1^+^ CPs during the initial *Bmpr1α* deletion stage (Fig. 6B). Moreover, the percentage of Ki67^+^ EdU^+^ tdTomato^+^ cells among EdU^+^ tdTomato^+^ cells was elevated in the growth plate of CKO mice within 10 days of chasing (Fig. 6C). Furthermore, we also monitored the percentage of tdTomato^+^ cells recruited within 5 days of chasing after TAM administration at P7 (Fig. EV4A). We observed that tdTomato^+^ cells from CKO mice were enriched for Ki67^+^ cells, and the percentage of Ki67^+^ tdTomato^+^ cells to tdTomato^+^ from CKO mice was significantly increased compared with WT mice (Fig. EV4B,C). It indicated enhanced recruitment of stem-like tdTomato^+^ cells into the proliferative reservoir during the initial stage of *Bmpr1α* ablation. Subsequently, we extended the time of chasing to 17 days after TAM injections to monitor the changes in stem-like tdTomato^+^ cells (Fig. 6D). A clear reduction in EdU^+^ tdTomato^+^ double-labeled cells was observed after *Bmpr1α* ablation (Fig. 6E). More importantly, the portion of stem-like chondrocytes recruited into the proliferative pool was dramatically decreased upon deletion of *Bmpr1α* (12.8% in the WT group versus 3.0% Ki67^+^ EdU^+^ tdTomato^+^ cells among EdU^+^ tdTomato^+^ cells per section in CKO mice) (Fig. 6F). To check whether Gli1^+^ CPs were reduced in tdTomato^+^ cells, we probed Gli1^+^ cells by performing RNAscope detection. Mice were administered TAM at 1 month of age and chased for another 1 month. Constantly, the absolute number of Gli1^+^ (indicated by RNAscope) tdTomato^+^ (indicated by fluorescence cells) cells and the percentage of Gli1^+^ tdTomato^+^ to tdTomato^+^ cells declined upon *Bmpr1α* ablation (Fig. 6G). These findings indicated that *Bmpr1α* deletion could force the Gli1^+^ CPs out of quiescence state to accelerate proliferation, leading to exhaustion of Gli1^+^ CPs and abnormalities of the cartilage and growth plate.

**Figure 6:**
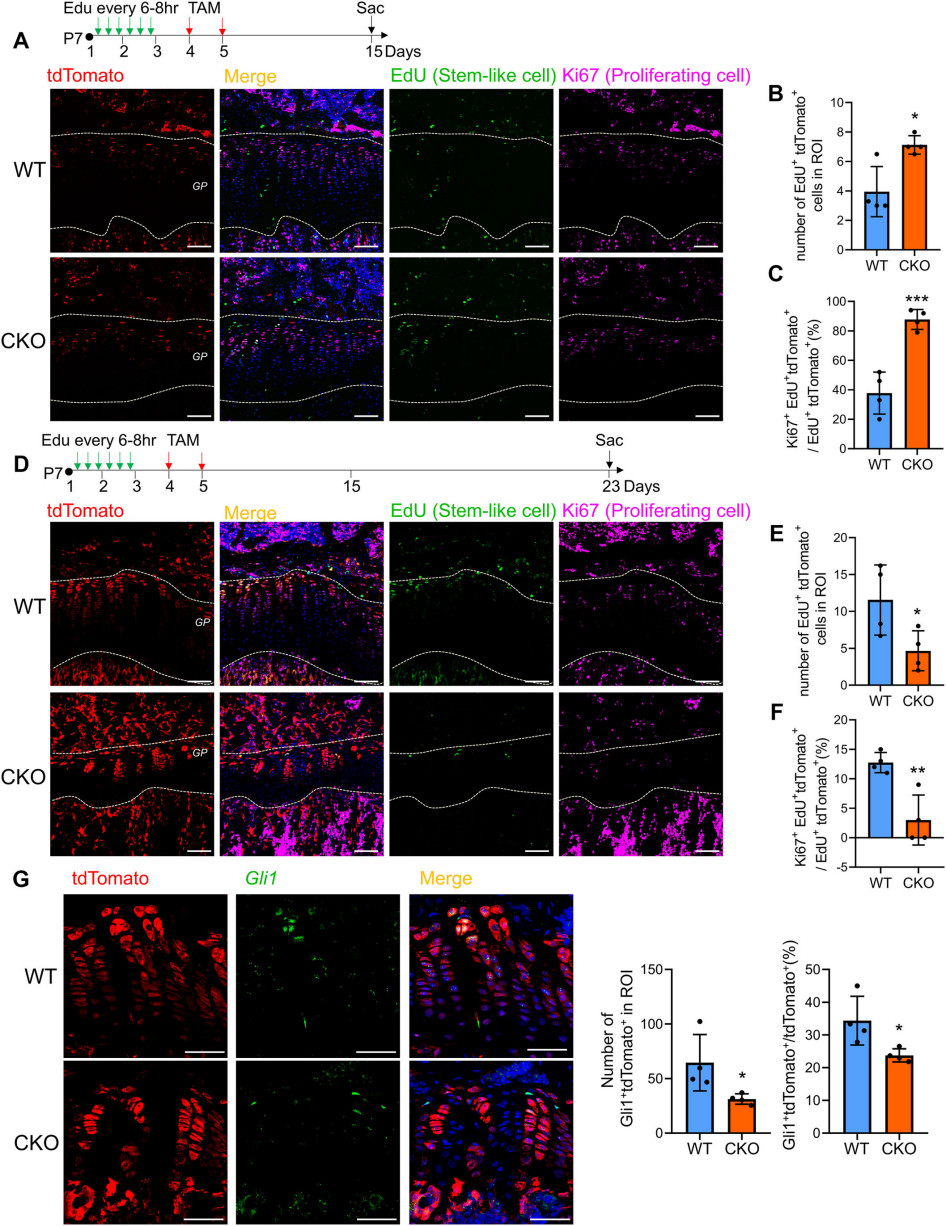
BMPR1α ablation accelerates Gli1^+^ chondrogenic progenitors’ proliferation and exhaustion. (**A**) Top panel is the schematic graph of the chemical administration protocol. Representative images of immunofluorescence staining of Ki67 and EdU on frozen sections of proximal tibia. Green: Edu; Red: tdTomato; Magenta: Ki67; Blue: DAPI. The dashed line indicated the region of growth plate. (**B**) The quantification of EdU^+^tdTomato^+^ cells from WT and CKO mice. *n* = 4 mice per group. (**C**) The percentage of Ki67^+^EdU^+^tdTomato^+^ in EdU^+^tdTomato^+^ population. *n* = 4 mice per group. (**D**) Top panel is the schematic graph of the chemical administration protocol. Representative images of immunofluorescence staining of Ki67 and EdU on frozen sections of proximal tibia. Green: Edu; Red: tdTomato; Magenta: Ki67; Blue: DAPI. The dashed line indicated the region of growth plate. (**E**) The quantification of EdU^+^tdTomato^+^ cells from WT and CKO mice. *n* = 4 mice per group. (**F**) The percentage of Ki67^+^EdU^+^tdTomato^+^ in EdU^+^tdTomato^+^ population. *n* = 4 mice per group. (**G**) The detection of tdTomato and *Gli1* expression in growth plate from WT and CKO mice. The quantification of the number and percentage was shown to the right. *n* = 4 mice per group. Data Information: In (**B**, **C**, **E**–**G**), data are presented as mean ± s.d. Significance was determined using unpaired *t*-test (**B**, **C**, **E**–**G**). *P < 0.05, **P < 0.01. Scale bars = 100 µm (**A**, **D**), 25 µm (**G**). Source data are available online for this figure.

**Figure EV4:**
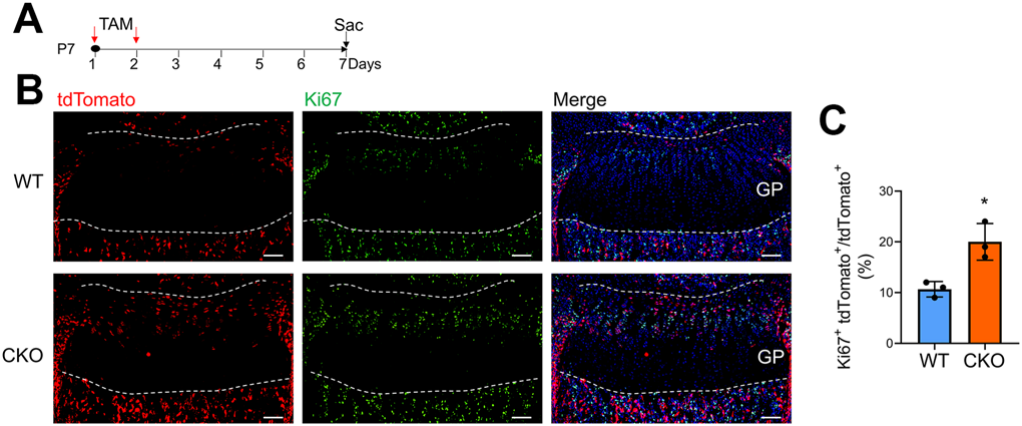
(related to Fig. 6). (**A**) The schematic graph of the chemical administration protocol. (**B**) Representative images of immunofluorescence staining of Ki67 on frozen sections of proximal tibia. Red: tdTomato; Green: Ki67; Blue: DAPI. The dashed line indicated the region of growth plate. Scale bars = 100 µm  (**C**) The percentage of Ki67^+^ tdTomato^+^ cells in tdTomato^+^ population in growth plate. *n* = 3 mice per group. Data are presented as mean ± s.d. Significance was determined using unpaired *t*-test (**C**). *P < 0.05.

To confirm this finding ex vivo, we isolated the Gli1^+^ CPs from the growth plate of both WT and CKO mice and performed the CFU assay. An identical number of the colonies was observed from Gli1^+^ CPs in both mice (Fig. 7A). However, we observed a significant decrease in the cell numbers in each primary colony from CKO mice (Fig. 7B). To further inquire the changes in self-renewability and clonogenicity with *Bmpr1α* deletion, we monitored the passages of each primary colony (Fig. 7C). As shown in Fig. 7D, the colony number formed by Gli1^+^ CPs from CKO mice was fewer than the WT group at passage 2. The Gli1^+^ CPs from CKO mice lose self-renewability after four generations, while those cells from WT mice could be sub-cultured for at least six generations. Besides, we quantified the ratio of residual colony numbers at each passage to the colony numbers formed at P0. We found that the formation of colonies dramatically decreased with *Bmpr1α* deletion after the first two generations (Fig. 7E). Taken together, these findings demonstrate that Gli1^+^ CPs lose their quiescence and proliferating ability upon *Bmpr1α* ablation.

**Figure 7:**
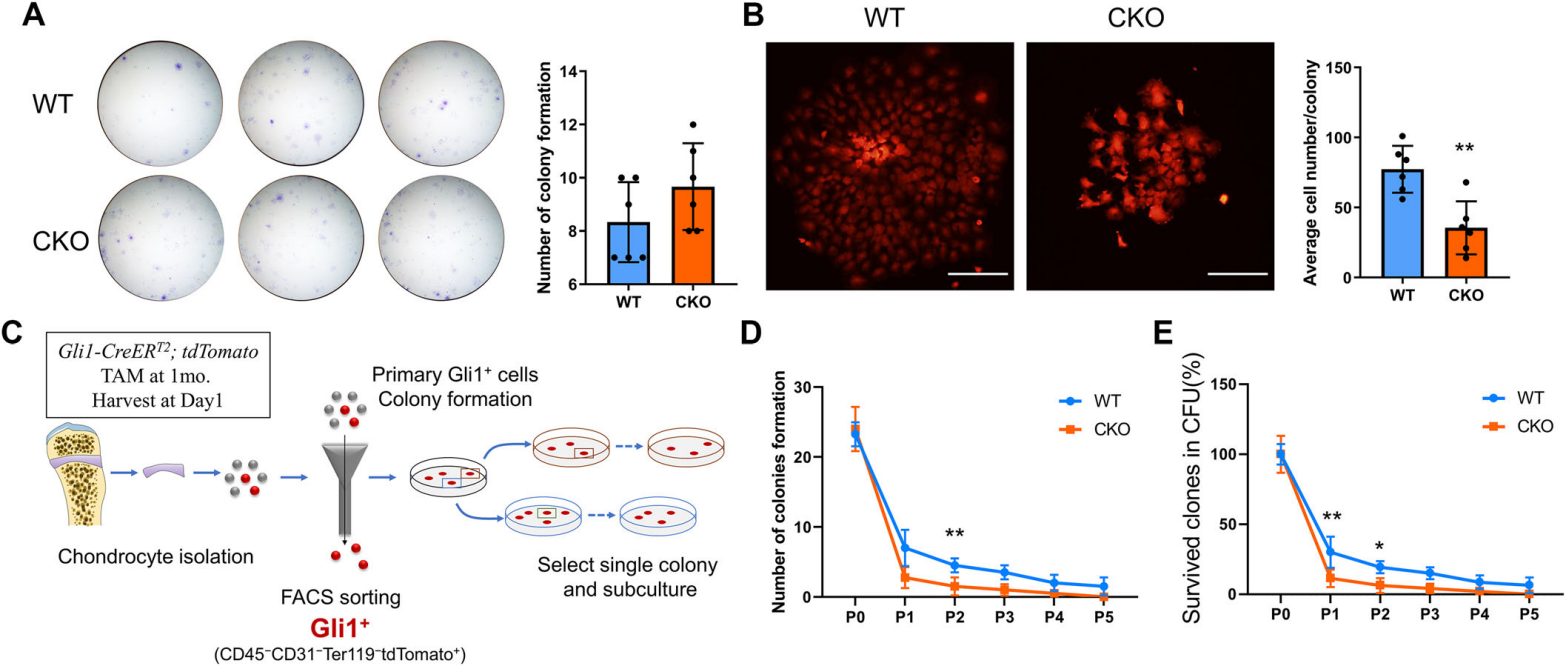
The relationship between BMP and stemness in Gli1^+^ chondrogenic progenitors. (**A**) CFU assay of sorted tdTomato^+^ chondrogenic cells from the growth plate of WT and CKO mice. Quantification of the number of colonies (per 0.5 × 10^4^ cells) was presented. *n* = 6 independent experiments. (**B**) Representative image of colony formation with tdTomato^+^ chondrogenic cells. The quantification of average cell number of each colony was shown to the right. Cells are the sorted tdTomato^+^ chondrogenic cells from the growth plate of WT and CKO mice. *n* = 6 independent experiments. (**C**) The experimental strategy for the isolation and assessment of self-renewability by colony formation and subculture. Cells were digested and sorted from the growth plate of WT and CKO mice. Gli1^+^ cells were seeded at 1 × 10^4^ cells per well at P0. (**D**) The quantification of the number of colonies during subsequent passaging of individual tdTomato^+^ colonies. *n* = 4 independent experiments. (**E**) The percentage of remaining colonies after each passaging to the number of colonies at P0 was presented. *n* = 4 independent experiments. Data Information: In (**A**, **B**, **D**, **E**), data are presented as mean ± s.d. Significance was determined using unpaired *t*-tests (**A**,**B**) or two-way ANOVA followed by Sidak’s test (**D**, **E**). *P < 0.05, **P < 0.01. Scale bars = 100 µm (**B**). Source data are available online for this figure.

## Discussion

Cartilage is present between the rib cage, lobe of the ear, and nasal septum in the form of hyaline cartilage; between the rib costal cartilage and intervertebral discs in the form of fibrocartilage; and the meniscus, larynx, epiglottis, and between various bone joint. During embryonic skeletal development, chondrogenesis initiated from mesenchymal stem cell condensation is indispensable for endochondral bone formation. During postnatal life, cartilage homeostasis is highly reliant on the chondrogenic differentiation of adult stem cells or chondrogenic progenitors that keep the growth plate, rib cage, and joints healthy.

It is believed that chondrocytes are differentiated from mesenchymal stem/progenitor cells, which are regulated by several signaling pathways. However, the identification and regulation of chondrogenic stem cells or progenitors in postnatal mice are not fully understood. Studies have demonstrated the existence of stem-cell-like cells located in the RZ of the growth plate, which is considered adjacent to the secondary ossification center in long bone (Hunziker, 1994). Recently, emerging evidence has shown that specific genes target stem cells or progenitors in genetic mice models. Using lineage tracing experiments, studies have demonstrated the presence of long-term skeletal stem cells in the RZ of the growth plate. Mizuhashi et al, demonstrated that the PTHrP^+^ cells located at the top of the growth plate possessed self-renewal and multiple lineage differentiation capacities; the scholars identified these cells as skeletal stem cells, which were able to differentiate into both chondrocytes in the growth plate and osteoblasts in the trabeculae. Most recently, also by utilizing the transgenic mouse model, FoxA2^+^ cells, which were distinguished from PTHrP, were identified as long-term skeletal stem cells that have higher clonogenicity and longevity than colonies established from PTHrP^+^ cells (Muruganandan et al, 2022). Importantly, FoxA2^+^ cells expanded in response to trauma and were involved in tissue regeneration of the growth plate. Although these reports claimed that the indicated SSCs continuously generate chondrocytes with different capacities, postnatal PTHrP^+^ and FoxA2^+^ SSC-derived chondrocyte columns were limited. For example, based on the published images, P6-labeled PTHrP^+^ chondrogenic SSCs gave rise to less than 50% of columnar chondrocytes in the growth plate even after 1-month chasing, while FoxA2^+^ SSCs labeled through P28 to P37 generated even fewer columns after the same chasing time.

Numerous studies have demonstrated that IHH, which is secreted by pre-hypertrophic cells in the growth plate, regulates chondrogenesis and hypertrophy (Minina et al, 2001), and is indispensable for osteogenesis both in vivo and in vitro (Shi et al, 2015; St-Jacques et al, 1999). The restraint of IHH activity level was critical for epiphyseal growth plate maintenance and limb elongation in mice. Chondrocyte-specific deletion of *Smo* or *Sufu* in growth plate chondrocytes to defects in epiphyseal growth plates and limb elongation (Xiu et al, 2022).

In our previous study, employing *Gli1-CreER*^*T2*^*;tdTomato* mice, we observed that Gli1^+^ cells marked at embryonic E13.5 gave rise to osteoblasts in both the trabeculae and cortical bone postnatally, while postnatally labeled Gli1^+^ cells in the chondro-osseous junction functioned as progenitors that contributed to trabecular bone formation (Shi et al, 2017). However, a previous study did not identify Gli1 as a specific marker for slow-cycling SSCs in growth plate (Hallett et al, 2021). Here, our data demonstrate that Gli1 labeled both the postnatal chondrogenic progenitors in the growth plate and other types of cartilage, even in aged mice. Indeed, although some Gli1^+^ CPs were PTHrP^+^ or FoxA2^+^ cells, which were regarded as SSCs in growth plate, the majority of Gli1^+^ CPs exhibited different spatio-temporal feature both in vivo and in vitro. Compared to PTHrP^+^ and FoxA2^+^ stem cells, Gli1^+^ CPs were heterogeneous population that contained quiescent cells in resting zone and few proliferating cells. Gli1^+^ CPs labeled more chondrogenic progenitors at postnatal 1-month, together with an increased number of Gli1 lineage columnar chondrocytes after chasing, which suggested a larger reservoir of Gli1^+^ CPs in the growth plate. Notably, because postnatal 1-month-labeled Gli1^+^ CPs had limited in vitro cell expansion, and enriched progenitor but not SSCs surface marker, therefore, we concluded that Gli1 marked common chondrogenic progenitors in the cartilage, which derived from the bona fide stem cells or SSCs. In addition to chondrogenic progenitors in the growth plate, Gli1 labeled precursors in the vertebrae, rib cage, articular cartilage, and temporomandibular joints. Moreover, we observed that Gli1 still labeled a decent population of progenitors in aged mice, while limited PTHrP^+^ and FoxA2^+^ cells were detected in the same stage, suggesting that a SSC population may exist that maintains the homeostasis of cartilage in aged mice.

Functional studies of Gli1^+^ cells ablation with DTA transgenic mice were performed to determine the role of Gli1^+^ CPs in cartilage formation. The absence and dysfunction of Gli1^+^ CPs led to severe cartilage defects and growth retardation in mice. However, besides maintaining cartilage homeostasis, postnatal Gli1 was also reported to label skeletal stem/ progenitor cells (Kan et al, 2018; Shi et al, 2017), which could contribute to bone formation in postnatal. Regarding the vital role of Gli1^+^ cells in tissue development and homeostasis (Jing et al, 2021), we could not exclude the contribution of Gli1^+^ cells from other compartments and tissue to the striking dwarfishness phenotype.

As a quiescent or slowly proliferative cell population, chondrogenic stem/progenitor cells are the sources of chondrocytes that are newly formed postnatally, and their maintenance is regulated by multiple developmental signals. Stem-like chondrocytes lose their quiescence and proliferate upon G-protein stimulatory a-subunit ablation, which eventually led to severe growth retardation and cartilage remnant formation. In a recent in vivo study, the mTORC1 pathway was found to manipulate the longitudinal growth of the long bone. After the juvenile stage, TSC1 deletion in chondrogenic progenitors led to overactive mTORC1 activity and promoted stem-cell-like cells from the RZ generating more columnar chondrocytes (Newton et al, 2019). The IHH signals also regulate chondrocyte behavior, abnormal level of which leads to growth plate defect (Xiu et al, 2022). It is also interesting to know the effect of hyperactivation or inactivation of IHH in Gli1+ CPs, which needs to be further investigated.

The emerging evidence indicates that BMP signaling is critical to maintaining stemness in multiple tissues. BMP signaling has been reported to restrict the stemness of intestinal stem cells via inhibiting the signature genes (Qi et al, 2017). Specific deletion of *Bmpr1α* in satellite cells (muscle stem cells) resulted in reduced postnatal muscle growth and a reduced satellite cell reservoir (Stantzou et al, 2017). In addition, Jing et al, deleted *Bmpr1α* in the *Aggrecan (Acan)-CreER*^*T2*^ mouse line in which Cre recombinase was expressed in all the cartilage layers from the RZ to the hypertrophic zone upon one-shot TAM administration at birth. Subsequently, the growth plates were examined at different time points and the data revealed no long bone growth after BMPR1A was removed postnatally from the growth plate, highlighting a critical role of BMP signaling in growth plate maintenance (Jing et al, 2013).

However, as all the chondrocytes from different layers in the growth plate can be labeled by aggrecan, with this resolution, the reported defect may be due to the combination of effects on multiple types of chondrocytes. Moreover, the deletion of BMPR1A in Gli1^+^ and Acan^+^ chondrocytes exhibited different phenotypes. For example, in the metaphysis of the mice with *Bmpr1α* depletion from Acan^+^ chondrocytes, there were no chondrocyte columns but numerous mineral spheres that directly formed a few large clusters of bone. The histological images revealed a lack of mature chondrocytes and proteoglycan production indicated by Safranin O staining. Instead, our finding indicated that Bmpr1a deletion from Gli1^+^ CPs exhibited an exhausted stem cell pool. Thus, it is important to investigate the function of BMP signaling in the chondrogenic progenitors in postnatal mice.

We deleted the BMPR1A specifically in Gli1^+^ CPs postnatally and detected them and their progenies at different time points. To our surprise, dramatic increases in Gli1^+^ CPs were observed immediately following TAM administration. Furthermore, *Bmpr1α* depletion did not block chondrogenesis and Gli1^+^ CPs were able to generate columnar chondrocytes with the unregular arrangement, which eventually replaced the existing hypertrophic chondrocytes. The Gli1^+^CP-derived proliferative chondrocytes in *Bmpr1α* CKO mice were significantly reduced, which is consistent with the inhibitory effect following the loss of the BMP signal in proliferative chondrocytes. Furthermore, unlike the deletion of *Bmpr1α* from the aggrecan locus, we found no lack of mature chondrocytes derived from Gli1^+^ CPs without BMPR1A, which clearly indicated a distinguished role of BMP in progenitors in the growth plate. Importantly, the Gli1^+^ CPs in CKO mice gradually became growth arrested and eventually lost self-renewal capacity, suggesting that BMPR1A deletion leads to an exhaustion of progenitors and accelerates cell death. These data unveiled that Gli1^+^ CPs, as a subpopulation of progenitors located in the cartilage, maintain the growth plate structure and function in a BMP-BMPR1A dependent manner.

The cartilage defect, either by mechanical force or drug treatment, severely shortens the size of the long bone and rib (costal) cage as well. In the clinic, the administration of an IHH antagonist to cure tumor growth is a common strategy. However, it has been raised to the public that the administration of these drugs causes longitudinal growth defect which is even worse in childhood when rapid bone growth takes place. Here, we took advantage of the *Gli1CreER*^*T2*^*; tdTomato* mouse model to label chondrogenic progenitors in cartilages. By injecting GDC0449, an inhibitor of IHH, into the mice, we observed a dramatic loss of growth plate, as described previously. Intriguingly, GDC0449 administration also significantly decreased the proliferation of Gli1^+^ CPs, blocking the expansion of their progenies. Therefore, we concluded that Gli1^+^ CPs were the targets of this anti-tumor drug and that their loss was the cause of the iatrogenic adverse effect on the growth plate.

In this work, we first identified a population of chondrogenic progenitors in cartilages, which persisted throughout the lifetime of the mice. These progenitors, termed Gli1^+^ CPs, exhibited partial but not complete stem cell capacity, and were distinct from PTHrP^+^ and FoxA2^+^ SSCs. And ablation of Gli1^+^ CPs led to severe cartilage defects and growth retardation, suggesting the Gli1^+^ CPs may act as transit-amplifying cells that derived from SSCs and participated in maintaining the cartilage homeostasis. Notably, BMP signaling prevented quiescent Gli1^+^ CPs from differentiation and proliferation, a lack of which eventually led to their exhaustion. Finally, we also discussed the defect of the Hedgehog pathway that caused the inhibition of Gli1^+^ CPs, which subsequently hampered cartilage and bone formation. Our finding will shed light on understanding the source of chondrocytes and the regulatory mechanism of progenitors in cartilage.

## Methods

### Animals

The following mouse strains were used in this study: *Gli1-CreER*^*T2*^ (Ahn and Joyner, 2004), t*dTomato* (Madisen et al, 2010), *Rosa26-SAloxP-stop-loxP-DTA (Rosa-DTA)*(Voehringer et al, 2008) and *Bmpr1α*^*fl/fl*^ (Andl et al, 2004) are as described. All mice were maintained in a specific pathogen-free facility with a 120 h light cycle and standard chow diet. Mice were injected with Tamoxifen and harvested at indicated times. All mouse studies were approved by the Institutional Animal Care and Use Committees of Sichuan University (No.WCHSIRB-D-2022-548).

To induce tdTomato expression or ablate Gli1^+^ cells, mice received vehicle or tamoxifen (TAM) (T5648, Sigma) injections at 50 mg/kg at P7 or oral gavage at 67 mg/kg at ages older than 1 month. Both males and females were used in experiments and no sex-dependent difference was found. For EdU labeling of proliferating cells, mice were injected with 10 mg/kg EdU 4 h before harvesting. For EdU labeling of slow-cycling cells, mice were injected with 50 μg/g EdU every 6–8 h at P7-P9. EdU was detected using Click-iT™ EdU Cell Proliferation Kit with Alexa Flour 488 dye (C10337, Invitrogen) following the manufacturer’s instructions. GDC-0449 (Vismodegib, APExBio, A3021) was injected intraperitoneally twice a day at 50 mg/kg of body weight for indicated days.

### Colony-forming unit assay and subculture

After cell sorting, Gli1^+^ cells or Gli1^−^ cells were seeded at a density of 50 cells/cm^2^ in culture dishes or plates. They were incubated for 14 days in a complete growth medium (10%FBS in MEMα) and maintained at 37 ^o^C in a 5% CO_2_ incubator. The media was changed every 3–4 days. The colonies were stained with Crystal violet according to the manufacturer’s instructions. Colonies of more than 50 cells were counted and recorded. For the subculture, the individual colony was lifted with 0.25% trypsin and transferred into a new six-well plate to undergo serial passages and colony-forming assay.

### Flow cytometry and cell sorting

Flow cytometry was performed on a FACS Beckman analyzer. All data were analyzed using FlowJo software. Digested chondrogenic cells were re-suspended in FACS buffer (2%FBS in PBS) and stained with anti-CD45 (1:1000, eBioscience), anti-CD31 (1:1000, eBioscience), anti-Ter119 (1:1000, eBioscience), anti-CD90.2 (1:500, Biolegend, 105335), anti-CD51 (1:100, eBioscience, 13-0512-82), anti-CD200 (1:100, eBioscience, MA5-17980), anti-CD105 (1:100, eBioscience,17-1051-80) primary antibody for 1 h at 4 °C, following by Streptavidin, Pacific Blue™ conjugate (1:200, Thermo, S11222) for 30 min at 4 °C. After PBS wash, cells were analyzed by flow cytometry for Gli1^+^ (CD45^−^CD31^−^Ter119^−^tdTomato^+^) and Gli1^−^ (CD45^−^CD31^−^Ter119^−^tdTomato^−^) cells. Data were analyzed with FlowJo version 10.

### Primary chondrogenic cells isolation and culture

To harvest the primary chondrogenic cells from the growth plate, cartilage from growth plate (GP cartilage) was dissected out of distal femurs and proximal tibias under stereo microscope at 1 month of age. In general, after the attached soft tissue was removed, the epiphysis heads were dissected from the underneath woven bones with surgical forceps. Subsequently, the GP cartilage was carefully dissected with a gauge under a stereo microscope and incubated with 1.5% Collagenase II (C6885, Sigma-Aldrich, USA). The cell suspension was collected every 50 min for twice and passed through a 70 μm strainer. After centrifuge, the cell pellet was resuspended in a complete growth medium (α-MEM containing 10%FBS and 1% penicillin/streptomycin).

To harvest the primary chondrogenic cells from costal cartilage, the rib cages were dissected out from 1-month-old mice. The costal cartilage was manually separated from the ribs using scissors, and attached soft tissues were removed. The tissues were subjected to pre-digestion with 2 mg/mL protease (P6911, Sigma-Aldrich, USA) for 30 min, followed by 3 mg/mL collagenase II (C6885, Sigma-Aldrich, USA) for 15 min. The pre-digested tissues were collected and subjected to final digestion with 0.3 mg/ml collagenase II in a complete growth medium overnight (14–16 h). The cell suspension passed through a 70 μm strainer and was centrifuged. The cell pellet was resuspended in a complete growth medium for the following experiments.

### Immunofluorescence staining

Dissected tissues were fixed in 4% paraformaldehyde overnight and decalcified with 14%EDTA for 3 days at room temperature. The tissues were infiltrated with 30% sucrose overnight at 4 °C and embedded in optimal cutting temperature (Tissue-Tek). The sections of 10 μm thickness were prepared with a Leica cryostat equipped with a modified tape transfer system (Yang et al, 2021). The sections were stained with primary antibody for aggrecan (AB1031, Millipore, 1:50), p-SMAD1/5/9 (13820, CST, 1:800) and Ki67 (D3B5, CST, 1:400) followed by the secondary antibody goat anti-rabbit Alexa Fluor 488 (Thermo-Fisher Scientific, 1:500) or goat anti-rabbit Alexa Fluor 647 (Thermo-Fisher Scientific, 1:500). The slides were stained with DAPI (Solarbio Science & Technology Co., Ltd., China) and mounted by anti-fade solution (Solarbio Science & Technology Co., Ltd., China). The images were acquired with an Olympus confocal microscope.

The number of Gli1^+^ cells or other indicated cells was counted by two individuals manually by single blinded methods. For all data presented in the manuscript, we collected the number from at least three mice with three sections from each mouse (three independent biological samples) to ensure the reproducibility. Each section selected three different fields from the region of interest for quantification.

### Histology

For histology, tissues were isolated from mice and fixed in 4% PFA overnight at room temperature, followed by decalcification in 14% EDTA for 2 weeks. Then, the tissues were processed for paraffin embedding and then sectioned at 6 μm thickness. Hematoxylin and eosin staining (H&E) (Solarbio Science & Technology Co., Ltd., China) or safranin O/fast green staining (Solarbio Science & Technology Co., Ltd., China) was performed according following manufacturer’s protocol for brightfield imaging.

### Radiographic imaging and MicroCT analysis

For Radiographic imaging, mice were deeply anesthetized, and radiographic images of entire skeletons were obtained using a small animal X-ray machine (Model X-viewer, PINGSENG Healthcare Inc., Kunshan, China) with the setting of 80 kV, 70 μA and 5000 ms.

For microCT analysis and 3D reconstruction, the hindlimbs were isolated from mice, fixed with 4%PFA for 24 h, and scanned with μCT45 (Scanco Medical AG) with the setting of 55 kV, 145 μA, and 10 μm voxel resolution. For 3D reconstruction, 200 slices from articular cartilage to the distal to growth plate of proximal tibias were selected and analyzed by Scanco software to generate 3D μCT images.

### High-throughput RNA sequencing

Primary chondrocytes were stained with anti-CD45, anti-CD31 and anti-Ter119 primary antibody as described previously. Cell sorting was performed on a FACS Aria III cell sorter (BD Biosciences) to collect CD45^−^CD31^−^Ter119^−^tdTomato^+^ and CD45^−^CD31^−^Ter119^−^tdTomato^−^ populations. The total RNA sample from each population was extracted separately using TRIzol and the RNeasy mini kit (Qiagen, Germany). After quality checks, the RNA samples were subjected to high-throughput RNA sequencing (Novogene, Beijing, China). The data analysis was performed by Novogene Inc. (Beijing, China). Each group has three biological replicates. Genes with a log 2-fold change (|log2FC|) >1 and adjusted *p*-value (*q*-value) <0.05 were differentially expressed. GO and KEGG characteristics of the differential gene were identified by using the clusterProfiler package.

### RNAscope in situ hybridization

To identify the mRNA expression of *Gli1* and *Pthrp*, frozen sections were prepared according to the manufacturer’s recommendation. RNAScope in situ hybridization was performed using Mm-Gli1 probe (ACD, catalog no.311001, lot no.21302B), Mm-Pthlh probe (ACD, catalog no.456521-C2, lot no.23013C) and the RNAScope multiplex fluorescent reagent kit v2 (ACD, catalog no.323100). DsRed antibody (632496, TaKaRa, 1:1000) was used to detect the expression of tdTomato. Probes targeting *Polr2a* (C1 channel), *Ppib* (C2 channel) (ACD, catalog no.320881), and the bacterial gene *dapB* (ACD, catalog no.320871) were used as positive and negative controls, respectively.

### Statistics

For each experiment, we have at least three independent biological repeats. Statistical significance was calculated with two-tailed unpaired Student’s *t*-test or one-way ANOVA, otherwise indicated in the figure legend respectively. A *p* value < 0.05 was considered to be significant.

## Supplementary information

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Source Data Fig. 7

Peer Review File

Expanded View Figures

## Data Availability

RNA-seq data generated in this study is available at GEO with the accession number GSE249831.

# Supplementary material for: Gli1 labels progenitors during chondrogenesis in postnatal mice
**Source:** EMBO Rep. 2024 Feb 26;25(4):12. doi: 10.1038/s44319-024-00093-x
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

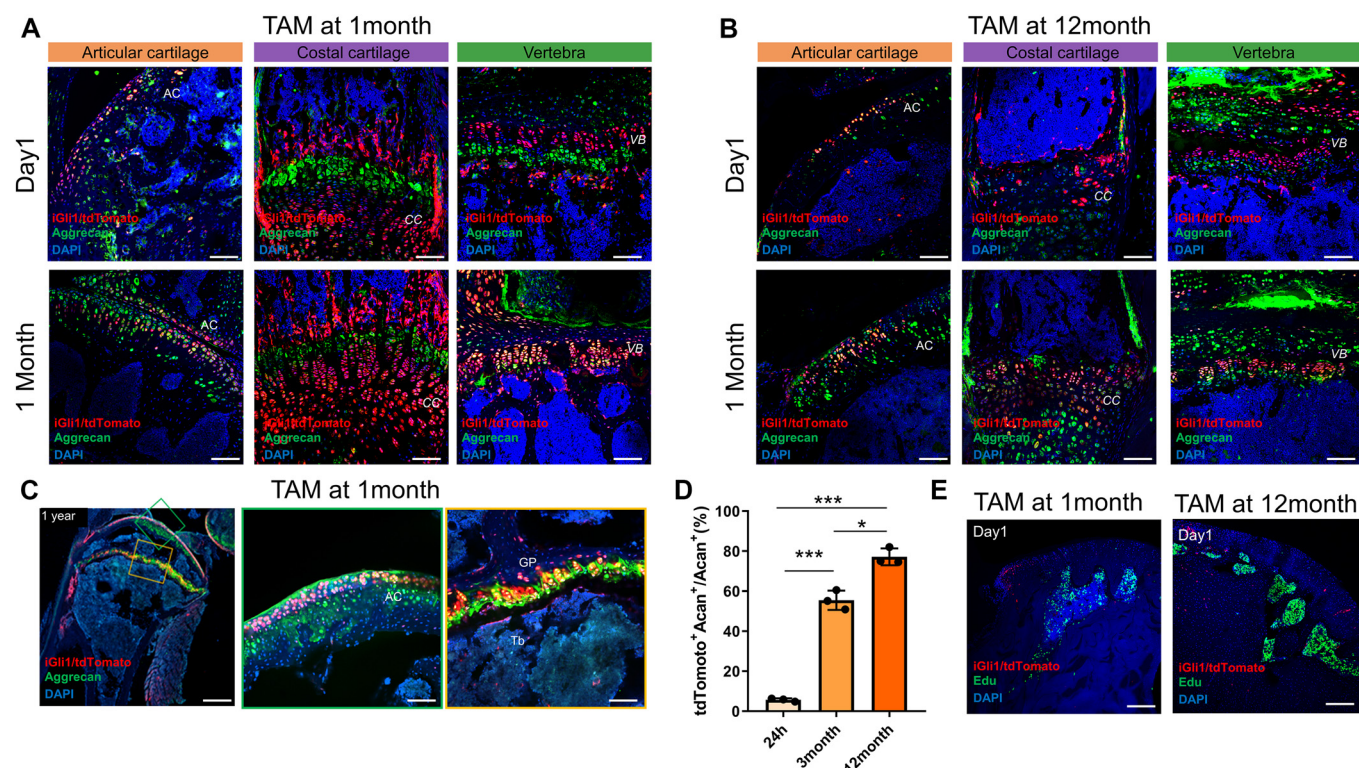**Figure EV1.** (related to Fig. 1).

(A) *Gli1-CreERT<sup>2</sup>; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested after 1 day or 1 month. Representative confocal images from frozen sections of articular cartilage from tibia, costal cartilage and vertebrae. AC, articular cartilage; GP, growth plate; CC, costal cartilage; VB: vertebrae. Red: tdTomato; Green: aggrecan; Blue: DAPI. Scale bars = 100  $\mu$ m. (B) *Gli1-CreERT<sup>2</sup>; tdTomato* mice were administrated tamoxifen (TAM) at 12 months old and harvested after 1 day or 1 month. Representative confocal images from frozen sections of articular cartilage from tibia, costal cartilage and vertebrae. AC, articular cartilage; GP, growth plate; CC, costal cartilage; VB: vertebrae. Red: tdTomato; Green: aggrecan; Blue: DAPI. Scale bars = 100  $\mu$ m. (C) *Gli1-CreERT<sup>2</sup>; tdTomato* mice were administrated tamoxifen (TAM) at 1-month old and harvested after 12 months. Representative confocal images from frozen sections of the tibia. Boxed areas are shown at higher magnification in corresponding panels to the right. Green box, articular cartilage; Orange box, growth plate. GP, growth plate; Tb: trabecular bone. Red: tdTomato; Green: aggrecan; Blue: DAPI. bars = 100  $\mu$ m. (D) The percentage of tdTomato<sup>+</sup> Acan<sup>+</sup> to Acan<sup>+</sup> cells was quantified. *Gli1-CreERT<sup>2</sup>; tdTomato* mice were administrated tamoxifen (TAM) at 1 month old and harvested after 24 h, 3 months and 12 months, respectively.  $n = 3$  mice per group, data are presented as mean  $\pm$  s.d. Significance was determined using one-way ANOVA followed by Tukey's test. \* $P < 0.05$ , \*\*\* $P < 0.001$ . (E) Representative confocal images of EdU staining of temporomandibular joint. Scale bars = 100  $\mu$ m.

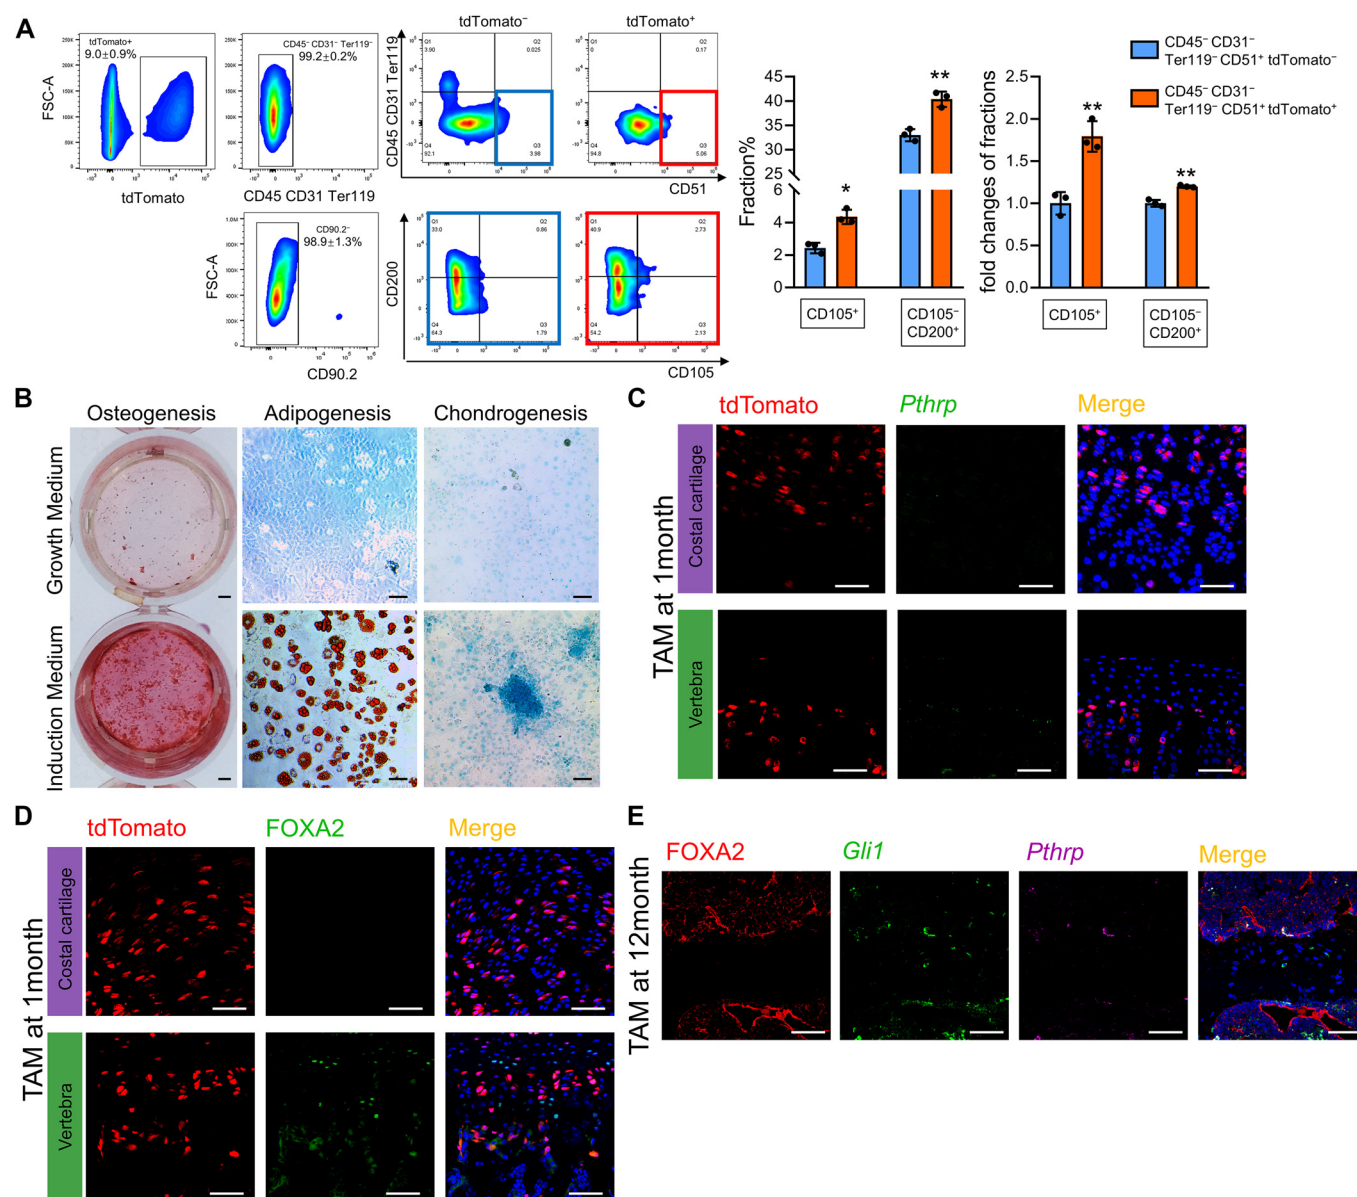

**Figure EV2.** (related to Fig. 2).

(A) Flow cytometry analysis of skeletal stem and progenitor cell-surface-marker in primary chondrogenic cells from growth plate.  $tdTomato^{-}$ ,  $tdTomato^{-}$  fraction of  $CD45^{-}CD31^{-}Ter119^{-}$  cells;  $tdTomato^{+}$ ,  $tdTomato^{+}$  fraction of  $CD45^{-}CD31^{-}Ter119^{-}$  cells. Blue box,  $CD45^{-}CD31^{-}Ter119^{-}CD51^{+}tdTomato^{-}$  fraction ( $Gli1^{-}$ ). Red box,  $CD45^{-}CD31^{-}Ter119^{-}CD51^{+}tdTomato^{+}$  fraction ( $Gli1^{+}$ ). The left bar graph showed the percentage of  $CD105^{+}CD200^{+}$  and  $CD105^{+}$  cells within  $Gli1^{-}$  and  $Gli1^{+}$  fractions. The right bar graph showed the fold change of  $Gli1^{+}$  fractions compared with  $Gli1^{-}$  fraction.  $n = 3$  mice per group, data are presented as mean  $\pm$  s.d. Significance was determined using unpaired  $t$ -tests.  $*P < 0.05$ ,  $**P < 0.01$ . (B) Representative tri-lineage differentiation images of  $Gli1-CreERT2-tdTomato^{+}$  cells. Alizarin Red stain was used for osteogenesis; oil red stain was used for adipogenesis; toluidine blue stain was used for chondrogenesis. (C) Representative confocal images to monitor the expression of  $tdTomato$ ,  $Pthrp$  in 1-month-old mice using RNAscope assay. (D) Representative confocal images of immunofluorescence staining of FOXA2 in costal cartilage and vertebrae from 1-month-old  $Gli1-CreERT2; tdTomato$  mice. (E) Representative confocal images to monitor the expression of  $Gli1$ ,  $Pthrp$  and FOXA2 in the growth plate of proximal tibia from 12-month-old mice using RNAscope assay. Data Information: In (B), scale bars = 1 mm (Osteogenesis), 100  $\mu$ m (Adipogenesis, Chondrogenesis). In (C-E), scale bars = 25  $\mu$ m.

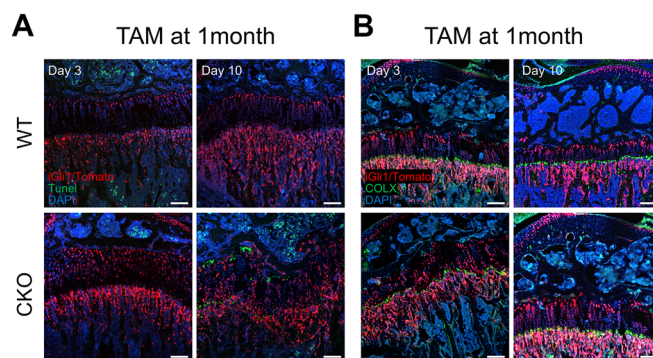

**Figure EV3.** (related to Fig. 5).

WT and BMPRI $\alpha$  CKO mice were administrated tamoxifen (TAM) at 1-month-old and harvested after 3 days or 10 days of chase respectively. (A)

Representative images of TUNEL staining for apoptosis in growth plate region on indicated days. Green: TUNEL; Red: tdTomato; Blue: DAPI. (B) Immunofluorescence staining of COLX on frozen sections of growth plate on indicated days. Green: COLX. Scale bars = 100  $\mu$ m.

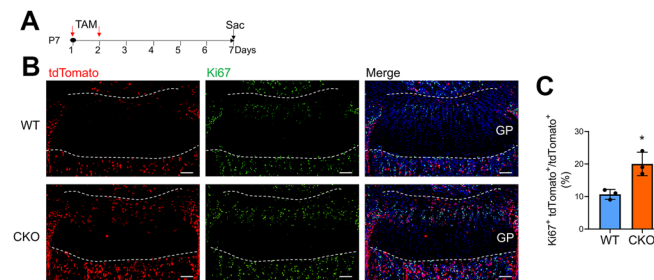

**Figure EV4.** (related to Fig. 6).

(A) The schematic graph of the chemical administration protocol. (B) Representative images of immunofluorescence staining of Ki67 on frozen sections of proximal tibia. Red: tdTomato; Green: Ki67; Blue: DAPI. The dashed line indicated the region of growth plate. Scale bars = 100  $\mu$ m. (C) The percentage of Ki67<sup>+</sup> tdTomato<sup>+</sup> cells in tdTomato<sup>+</sup> population in growth plate.  $n = 3$  mice per group. Data are presented as mean  $\pm$  s.d. Significance was determined using unpaired  $t$ -test (C). \* $P < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

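RNA from sorted Gli1+ and Gli1- cells of 1-month-old mice, taken 24 h after TAM, was measured by RNA sequencing in 6 libraries, 3 of each population. The authors deposited 1 table of counts, the whole number of reads counted on each gene in each library, without normalization or pooling of replicates. According to the paper the sequencing and the data analysis were done by Novogene. The paper's text does not name the aligner, the counting tool, the annotation, the use of strand or the tool behind its fold changes. Where genes overlap or have near-identical copies, the counts may therefore hold reads of a neighbour or a copy. The columns of the paper's table of DEGs carry the names that DESeq2 uses (baseMean, log2FoldChange, lfcSE and padj). DESeq2 is thus the likely tool behind its fold changes, with settings that are not given. The table also gives each gene's length and coordinates. Of its 54532 genes, 54409 were found in GENCODE M21 (GRCm38), and 53499 of those found (98.3%) had the same coordinates. Each library had its own column, and 0 columns of per-sample values were left unused. The tissue follows the paper, which names costal cartilage, while the labels name the growth plate.
Totals per library lay between 17114101 and 18602482 counts. A population whose libraries all held 3 counts or fewer was taken to be at the floor. None of the genes or list members named in the text was at the floor in either population. Standard errors cover the spread between libraries, while counting error alone is smaller.
Genes were filtered with edgeR's filterByExpr (minimum count of 10), which left 14801 genes. Libraries were scaled by TMM, and log2FC values were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, with a prior count of 2 for CPM on the log2 scale). P-values were adjusted by the Benjamini-Hochberg method over all genes tested. DEGs were called at a |log2FC| over 1 and an adjusted p-value under 0.05, as in the paper's Methods. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and with a 1-sided hypergeometric test among genes called higher, adjusted over 19 lists. The text names *Gli1*, 6 genes that the paper names for the RNA-seq, 12 genes, listed before the data were seen, whose products it stained, sorted or deleted, members of the Hedgehog and TGF-beta lists past the threshold (there were none), and of any other list at most the 5 members with the highest mean CPM. Other genes are said to have been chosen after their values were seen.
The 19 lists were written by hand, after the paper's table of DEGs had been read and before the counts were seen. They cover Hedgehog signalling, TGF-beta signalling, Hedgehog targets, the BMP response, S phase, G2/M phase, the interferon response, cholesterol synthesis, chondrocytes, hypertrophic chondrocytes, the superficial zone, fibroblasts, neutrophils, macrophages, lymphocytes, erythroid cells, endothelial cells, skeletal muscle and dissociation stress. Single members of the cholesterol synthesis list are not reported here.
The paper states that both populations came from the same mice, and the labels number the libraries 1 to 3 in each. The deviations of same-numbered libraries from their population means correlated across the 14801 genes with coefficients of 0.223, 0.720 and 0.471 for numbers 1, 2 and 3. Genes are not independent replicates, so these coefficients only describe the libraries. Gli1+ replicate 1 also correlated with Gli1- replicate 3 (0.275), and Gli1+ replicate 3 with Gli1- replicate 1 (0.107). With all 3 coefficients over 0.1, the numbers were taken to pair the libraries. The Gli1- numbers in the order 3 2 1 meet the same criterion (0.275, 0.720 and 0.107). The criterion therefore does not single out the pairing in the labels, and statements about pairs rest on the labels. Because the paper does not say that a number marks a mouse, the fit without a replicate block was kept as the main one.
Before the data were examined, 20 alternatives were set. These were other scalings, DESeq2 1.42.0, limma-voom, other filters, protein-coding genes alone, the adjusted p-value alone, a test against a fold change of 2, the replicate block, removal of trends with gene length and GC content (a lowess span of 0.3), each library left out in turn, another background and lists without shared genes for the hypergeometric test, and fry or an estimated correlation for the set tests. A further 33 were chosen after seeing the data. They include DESeq2, limma-voom and the GC correction with the replicate block, unadjusted thresholds, fry with the block, DESeq2 with the Gli1- numbers in other orders or with libraries left out, DESeq2 at an alpha of 0.1, edgeR's newer quasi-likelihood fit, and no filter with the block. Set tests were not run on the DESeq2 fits with other orders or libraries left out, on that alpha, on the newer fit or on no filter with the block. Many of the DESeq2 fits were first run to compare their log2FC values and standard errors with those in the paper's table of DEGs. The copy of that table used here holds 932 genes, and the paper gives 934, so no overlap or enrichment was computed on it. GC content came from the GENCODE M21 transcripts. Figures were drawn with matplotlib 3.10.9 from tables made with Python 3.11.15 and pandas 2.3.3.
The tests were checked on simulated counts with 200 changed genes (log2FC of 2 or 3 in either direction). At a dispersion of 0.05, edgeR, limma-voom and DESeq2 each recovered 200 of the 200. With a spread that followed the trend of these libraries within pairs, plus differences between pairs (SD of 0.7 on the log2 scale), edgeR recovered 5 genes without the block and 161 with it, and DESeq2 recovered 118 and 185. After these numbers had been seen, a second simulation was added in which each gene kept its own scattered spread. There, with the differences between pairs, edgeR recovered 0 genes with or without the block, and DESeq2 recovered 82 and 162, while 38.8% and 56.7% of DESeq2's calls were false. A gene length trend added to the Gli1+ libraries gave 555 false calls by edgeR, and 4 after its removal.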

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

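All tests in this part were chosen after the result they bear on had been seen.
A list of 24 genes of cholesterol synthesis, which the text of the paper does not take up, was higher in Gli1+ than in Gli1- cells, with a median log2FC of 0.50 and 20 of 24 genes higher (camera, adjusted p = 3.6e-06). Steroid biosynthesis is among the terms of Fig. 5A, so the pathway is not absent from the paper. It drew attention as a difference between the populations in data that the text does not discuss. The libraries of the populations overlapped, since the list's median level in Gli1- replicate 2 (0.186, log2 CPM relative to each gene's mean) was above those in Gli1+ replicates 1 (0.0887) and 3 (0.170). Within the pairs given by the replicate numbers it was higher in Gli1+ cells in 3 of 3. Adjusted over all genes or adjusted over the list alone, 0 single genes passed, and 5 had an unadjusted p-value under 0.05. The list did not pass fry (adjusted p = 0.136) or camera with an estimated correlation (adjusted p = 0.139), and over all alternatives its adjusted p-value from these set tests ranged from 6.0e-10 to 0.139.
A bias with gene length or GC content as the whole cause is argued against, since the median was 0.56 after removal of the length trend and 0.47 after removal of the GC trend, past camera's threshold in each, also with the replicate block. A single library is argued against too, since the median closest to 0 with 1 library left out was 0.41, without Gli1- replicate 3. It rose to 0.81 without Gli1- replicate 2. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a camera p-value as small, the real one, and 10 splits cannot give a share under 0.1. These arguments rest on camera's threshold, which the list passed only with the preset correlation. A difference in metabolism between Gli1+ and Gli1- cells is a hypothesis that may account for the pattern and stays open, as does chance.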

How the results depend on the processing

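The results below came from settings of which some were chosen after seeing the data, and they are named as such.
Of the alternatives set before the data were examined, 2 called any DEGs. DESeq2's Wald test called 17 genes (7 higher and 10 lower in Gli1+ cells), and edgeR without a filter on low counts called 267 (20 higher and 247 lower), of which filterByExpr keeps 159. The other scalings, filters and thresholds, limma-voom, the trend corrections and the fits without 1 library called 0, with 279 to 1199 genes at an unadjusted p-value under 0.05 across the 6 fits that each left out 1 library and 1199 without Gli1+ replicate 2. The replicate block called 0 genes and gave 1274 at an unadjusted p-value under 0.05, against 514 without it. Besides the erythroid list, which lost camera's threshold under the block, the block changed no other call of the main test. Without the filter, edgeR's prior degrees of freedom were 18750, against 4.15 with it. The cause of the other differences was not tested.
Among the settings chosen after seeing the data, DESeq2 with the replicate block called 425 genes (109 higher, 316 lower), and 406 at an alpha of 0.1 (104 higher, 302 lower). Of the 425 genes, 419 are kept by filterByExpr, 254 had an unadjusted p-value under 0.05 in edgeR's test and 419 had the same sign there, while 16 of the 17 genes called without the block were called again. With the Gli1- numbers in another order the same test called 19 genes in the order 1 3 2 (6 higher, 13 lower), 38 in the order 2 1 3 (5 and 33), 68 in the order 2 3 1 (7 and 61), 15 in the order 3 1 2 (3 and 12) and 430 in the order 3 2 1 (107 and 323). These orders were tried to see whether the numbers in the labels pair the libraries. With 425 and 430 genes, the numbers in the labels and the order 3 2 1 could not be told apart in this way. No filter with the block called 211 genes (47 higher, 164 lower). The newer quasi-likelihood fit of edgeR called 0 genes, 0 with the block, 327 without a filter (24 higher, 303 lower) and 0 without a filter and with the block. A threshold on |log2FC| and the unadjusted p-value, with no adjustment, gave 498 genes (205 higher, 293 lower). Across fits that left out libraries, edgeR and DESeq2 taken together, DEGs ranged from 0 to 725, those higher from 0 to 259 and those lower from 0 to 466. DESeq2 called 3 genes without Gli1- replicate 1, 5 without Gli1+ replicate 3, 24 without Gli1+ replicate 1, 66 without Gli1- replicate 3, 71 without Gli1- replicate 2 and 220 without Gli1+ replicate 2. Without 1 library of each population it called 0 to 297, most without Gli1+ replicate 2 and Gli1- replicate 3. With the block it called 725 without replicate 1, 182 without replicate 2 and 69 without replicate 3. The cause was not tested, beyond the smaller number of libraries.
The hypergeometric test had no genes to work on in the main comparison, nor where 0 genes were called higher, including with the other background and without shared list members. DESeq2 with the block gave 3 Hedgehog and 3 TGF-beta genes, the unadjusted threshold 3 and 4, and no filter 0 and 1.
Of the set tests, the Hedgehog median changed sign to 0.14 with the GC trend removed and to 0.12 with the block and the GC trend removed, and it lay between -0.22 and 0.035 with each library left out. The TGF-beta median lay between -0.32 and -0.051 in those fits. The chondrocyte median was 0.11 with the block and the GC trend removed and ranged from -1.42 to 0.90 with a library left out. The hypertrophic median was 0.12 with the length trend removed, 0.0037 with the block as well, 0.33 with the GC trend removed and 0.30 with the block as well, and ranged from -0.58 to 0.50. The skeletal muscle median was 0.67 with at least 10 counts in every library and 0.041 with the GC trend removed, and ranged from -1.50 to 0.36. With a library left out the neutrophil median ranged from -5.59 to 0.39 and the macrophage median from -4.48 to 0.19, both highest without Gli1- replicate 1. The cause was not tested.
Of the named genes, *Bmpr1a* changed sign to -0.065 with the GC trend removed and to -0.12 with the block as well, and ranged from -0.36 to 0.42 with a library left out. *Pthlh* changed sign to -0.15 with limma-voom, -0.11 with the replicate block, -0.14 with DESeq2 and the block, -0.087 with limma-voom and the block, and -0.039 with the block and the GC trend removed, and ranged from -0.24 to 0.49. *Eng* changed sign to 0.41 with the GC trend removed and to 0.089 with the block as well, and ranged from -0.63 to 0.12. *Foxa2* ranged from -0.47 to 1.39 and *Thy1* from -1.57 to 2.81. The cause was not tested. A tally of the named genes did not cover the DESeq2 fits with other orders or with libraries left out. Nor did it cover the alpha of 0.1, edgeR's newer fit or no filter with the block. Of its 432 values of the 19 named genes, 401 kept their direction and side of the threshold. Another 12 passed it under an alternative and 19 changed sign. Settings outside the tally called named genes too, among them *Smc2*, as given below. Of 455 values of the gene lists, 365 kept both, 64 no longer passed, 6 passed under an alternative and 20 changed sign.
Self-tests on simulated counts at this number of libraries recovered changed genes where the spread was smaller, so the number of libraries alone does not limit the calls. At one and the same simulated spread, recovery differed between edgeR and DESeq2 and with the block, so what limits the calls is left open. The filter was applied anew in each fit that left out a library, so the number of list members tested differed by up to 3.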

Differences from the paper's values

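All settings below that are not said to have been set before the data were examined were chosen after seeing the values.
The paper gives 934 DEGs, and 0 were called here, with 514 genes at an unadjusted p-value under 0.05. The main test here was edgeR's, while the columns of the paper's table of DEGs carry the names that DESeq2 uses. In simulated counts with differences between pairs, edgeR without the block recovered 5 or 0 of 200 changed genes. Its 0 here therefore does not contradict the paper's number. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. Of these, DESeq2's Wald test gave 17 genes, no filter on low counts 267 and the others 0. Of the settings chosen after seeing the values, 1 came within 1.5 times, DESeq2 with the replicate block and without both libraries of replicate 1, with 725 genes. The next were 498 at the unadjusted threshold, 430 with DESeq2, the block and the Gli1- numbers in the order 3 2 1, 425 with DESeq2 and the block and 406 with an alpha of 0.1. The copy of the paper's table used here holds 932 genes, 275 higher and 657 lower in Gli1+ cells by the paper's values. Over the 10 named genes in it, the log2FC had the same sign here in 10 of 10, and the paper's values differed from those here by less than the larger standard error for each. By the paper's own standard errors, only *Bmp7* (2.02 here, 1.65 in the paper, 0.296) and *Ltbp1* (1.88, 1.48, 0.331) differed by more. Both kinds of standard error measure the spread between libraries, not between analyses of the same experiment.
The paper calls *Sox11*, *Sfrp5*, *Smc2*, *Ccnd1*, *Ltbp1*, *Bmp7*, *Gli1*, *Mki67*, *Cd200* and *Col10a1*, and none of these was called here, with a smallest adjusted p-value from edgeR's quasi-likelihood test of 0.9999. Of the alternatives set before the data were examined, no filter on low counts called *Bmp7* and *Col10a1*. Among settings chosen after seeing the values, DESeq2 with the block called *Gli1*, *Sfrp5*, *Ccnd1*, *Ltbp1*, *Bmp7*, *Cd200*, *Mki67* and *Col10a1*, and so did the same test at an alpha of 0.1 and without replicate 1. Without replicate 2 it called *Bmp7* and *Col10a1*, and without replicate 3 *Col10a1*. With the Gli1- numbers in the order 3 2 1 it called *Smc2*, *Ccnd1*, *Ltbp1*, *Bmp7*, *Cd200*, *Mki67* and *Col10a1*. No filter with the block called *Ccnd1*, *Ltbp1*, *Bmp7*, *Cd200*, *Mki67* and *Col10a1*, and edgeR's newer fit without a filter called *Sfrp5* and *Col10a1*. DESeq2 without the block called *Sfrp5* without Gli1+ replicate 1, and also when Gli1- replicate 2 or 3 was left out with it. It called *Bmp7* and *Col10a1* without Gli1+ replicate 2. Without Gli1+ replicate 2 and one Gli1- library it called *Cd200* and *Col10a1* (Gli1- replicate 1 or 3) or *Bmp7* (Gli1- replicate 2). *Sox11* was called by none of the settings tried that adjust p-values. The unadjusted threshold was met by *Gli1*, *Sox11*, *Sfrp5*, *Smc2*, *Ccnd1*, *Ltbp1*, *Bmp7* and *Mki67*, and not by *Cd200* or *Col10a1*.
The paper reports the Hedgehog (IHH) and TGF-beta pathways as enriched among genes higher in Gli1+ cells, and the p-values in Fig. 5A are not said to be adjusted. Here the hypergeometric test could not be run, with 0 genes called. With DESeq2 and the replicate block, the Hedgehog list had an adjusted p of 0.0323 and the TGF-beta list one of 0.12 in the hypergeometric test, over a range of 0.0323 to 1.0 and 0.111 to 1.0 across settings. Without adjustment the p-values of that hypergeometric test were 0.0068 and 0.0316, and those with the 205 genes at the unadjusted threshold were 0.0319 and 0.0351. *Gli1*, whose locus drives the label, is among the Hedgehog genes counted in both settings. The cell cycle and steroid biosynthesis are also among the terms of Fig. 5A. Here the G2/M list gave an adjusted p of 0.0048 with DESeq2 and the block and 0.0012 at the unadjusted threshold, the S phase list 0.881 and 0.0023, and the cholesterol list 0.0048 and 0.0203, all from the hypergeometric test and over settings that went up to 1.0.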

Other observations

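All tests in this part were chosen after the result they bear on had been seen, and each explanation is a hypothesis. What is argued against for a gene list rests on camera's threshold at a preset correlation, while 0 of the 19 lists passed fry or camera with an estimated correlation.
The comparison of Gli1+ with Gli1- libraries was set beside the other splits of the 6 libraries into 3 and 3, of which there are 10, the real one included, so that no share under 0.1 is possible. All 10 splits gave as many DEGs as the real one, since all gave 0. For genes at an unadjusted p-value under 0.05, 5 of the 10 splits gave as many as the 514 of the real split, and 3 of 10 gave as many as its 1274 with the replicate block. In 2 of these 3, which part 1 pair, edgeR with the block also called 2593 DEGs, from a contrast that rests on that pair alone, whereas it called 0 in the real split. As many as 17 genes were called by DESeq2's Wald test in 5 of the 10 splits, and edgeR without a filter called as many as 267 in 4 of 10. The split with most genes at an unadjusted p-value under 0.05, 2693, put Gli1- replicates 1 and 2 with Gli1+ replicate 2 and so parted 1 pair alone. The real split parts all 3 pairs, as do 3 others, and the splits that part 1 pair set whole pairs against each other. Among the 4 splits that part all 3 pairs, the real one alone gave counts as large as its own by each of these measures except DEGs. DESeq2 with the block called 425 genes in the real split and at most 6 in the others, and 1 of these 4 gave as many. Whether false calls at this spread may make up part of the 425 cannot be told apart from a difference between the populations, because in simulated counts with a scattered spread 56.7% of its calls were false, while with a trended spread 18.1% were. The first principal component held 54.6% of the variance, with Gli1+ replicate 1 at one end and Gli1- replicate 2 at the other. The populations overlapped on it, while within pairs the first component was higher and the third lower in Gli1+ cells in 3 of 3 pairs, and the second was higher in 1 of 3.
Within pairs, the median level of a list was lower in Gli1+ cells in 3 of 3 pairs for TGF-beta signalling, the BMP response, the interferon response, the superficial zone, fibroblasts, endothelial cells and dissociation stress. It was higher in 3 of 3 pairs for Hedgehog targets, S phase, G2/M phase and cholesterol synthesis. For the other 8 lists the pairs did not all go the same way. Chance gives the same direction in all 3 pairs in 25% of cases. The leave-outs of 1 library below break a pair and leave the partner of that library in.
For genes behind claims that the paper makes from staining or sorting, the libraries gave the following values, with adjusted p-values of 0.9999 from edgeR's quasi-likelihood test for each gene. They are RNA levels in whole populations and do not test those claims. The paper's flow cytometry and its *Pthrp* and FOXA2 percentages are shares of growth plate cells. Its Ki67 percentages in Fig. 2D are shares of tdTomato+ cells, and its COLX staining compared CKO with WT mice. *Pthlh*, which encodes PTHrP, was at 36.7 ± 21.5 CPM (SD, n = 3) in Gli1+ and 34.2 ± 5.35 CPM (SD, n = 3) in Gli1- cells, a log2FC of 0.10 (standard error 0.56), which was -0.24 without Gli1+ replicate 2. *Foxa2* had a log2FC of 0.99 (standard error 0.88), which was -0.47 without Gli1+ replicate 2, the library with 12.6 CPM. *Mki67*, which encodes Ki67, was at 20.2 ± 4.35 CPM (SD, n = 3) in Gli1+ and 4.91 ± 1.30 CPM (SD, n = 3) in Gli1- cells. Its log2FC was 2.04 (standard error 0.47) and higher in 3 of 3 pairs, and DESeq2 with the replicate block called it (adjusted p = 0.00262, against 0.00022 to 1.0 over the alternatives). Of the genes for sorting markers, *Itgav* (CD51) had a log2FC of 1.11 (0.35 without Gli1+ replicate 1), *Eng* (CD105) one of -0.22 (0.12 without Gli1- replicate 1), *Thy1* one of 0.068 (-1.57 without Gli1+ replicate 2 and 2.81 without Gli1- replicate 2) and *Cd200* one of -1.73 (-0.48 without Gli1- replicate 2). *Cd200* was lower in Gli1+ cells in 3 of 3 pairs, and DESeq2 with the block called it (adjusted p = 0.00176, against 2.5e-11 to 1.0 over the alternatives). *Acan* had a log2FC of 0.94 (standard error 0.66). *Col10a1* had one of -2.46 (standard error 1.13), with 1781 CPM in Gli1- replicate 2 and 285 CPM in Gli1+ replicate 2, and -0.53 without Gli1- replicate 2. It was lower in Gli1+ cells in 3 of 3 pairs. With the replicate block edgeR gave -2.14 (standard error 0.32), and DESeq2 called it (adjusted p = 1.5e-06, against 8.5e-13 to 1.0 over the alternatives). All settings with DESeq2 and the block were chosen after seeing the data. The genes behind the staining for p-SMAD1/5/9 were left off the list of genes to name, and their values are given after they were seen. The log2FC was -0.23 (standard error 0.42) for *Smad1*, -0.044 (standard error 0.44) for *Smad5* and -0.095 (standard error 0.80) for *Smad9*.
Genes of the G2/M list, with a median log2FC of 0.95, stayed higher after removal of the length trend (0.98) and of the GC trend (1.03), which argues against those trends as the whole cause. The value closest to 0 was 0.22, without Gli1+ replicate 2, still past camera's threshold, so a single library is argued against as the whole cause. That fit left in the partner, Gli1- replicate 2, and so cannot tell how much of the pattern Gli1+ replicate 2 carried. Within pairs 1, 2 and 3 the median level of the list differed by 0.70, 1.25 and 0.78, and with the replicate block the median log2FC was 0.83. In 1 of the 10 splits the camera p-value was as small, for G2/M as for S phase. A higher share of dividing cells among Gli1+ cells may account for it and stays open, as does chance, because fry did not pass either list.
Leukocyte genes were high in 1 library. The neutrophil list (10 genes tested of 16) had a median log2FC of -4.92, and Gli1- replicate 1 held 1145 CPM of *S100a8* and 1395 CPM of *S100a9*, against at most 34.2 CPM in any other library. The macrophage list (6 of 14) had a median of -3.77, with 581 CPM of *Lyz2* in Gli1- replicate 1 and at most 5.89 CPM elsewhere. Camera's adjusted p-values were 0.00013 and 0.0014. On DESeq2 with the replicate block, which tested 14 macrophage genes, the macrophage list was short of camera's threshold (adjusted p = 0.11). The neutrophil list still passed there (16 genes, adjusted p = 2.0e-05). Without Gli1- replicate 1 the neutrophil median was 0.39, with 8 of 10 genes higher in Gli1+ cells, and the macrophage median was 0.19, so leukocytes in all 3 Gli1- libraries are argued against. RNA from leukocytes in Gli1- replicate 1 is a candidate source. The most abundant gene of each list did not follow this pattern, since *Lcn2* was at 131 to 772 CPM and *Cd14* at 46.3 to 421 CPM over the 6 libraries. In 7 of the 10 splits the neutrophil list had a camera p-value as small, and in 5 of 10 the macrophage list. No gene of either list is held by another list, and 4 neutrophil and 3 macrophage genes were also over 1 CPM in every Gli1+ library. *Ptprc*, which encodes CD45, had a log2FC of -4.96, with 54.7 CPM in Gli1- replicate 1 and at most 1.11 CPM elsewhere, and -0.31 without that library. DESeq2 with the block called it (adjusted p = 0.0484, against 2.7e-07 to 1.0 over the alternatives), and it was lower in 2 of 3 pairs. The lymphocyte list (6 of 15 genes) had a median of -1.54 (camera, adjusted p = 0.0392) and -0.28 without Gli1- replicate 1 (adjusted p = 0.444, against 0.0037 to 0.605 over the alternatives), and 5 of the 10 splits gave a camera p-value as small. It was also -0.45 without Gli1+ replicate 1 and -0.43 without Gli1+ replicate 3, short of camera's threshold in both, -0.57 without Gli1- replicate 2 and -4.69 without Gli1+ replicate 2. On DESeq2 with the replicate block it was -0.99 over 15 genes (camera, adjusted p = 0.0892). The erythroid list (2 of 9 genes, *Hbb-bs* and *Hba-a1*) had a median of -2.86 (camera, adjusted p = 0.0179), and 3 of 10 splits gave a p-value as small. Both genes were low, at 5.93 ± 5.20 and 5.02 ± 4.28 CPM (SD, n = 3) in Gli1- cells. With a library left out the list passed camera only without Gli1+ replicate 2 (-5.69) or Gli1- replicate 3 (-3.42), and it lost the threshold with the replicate block (-2.88, adjusted p = 0.0765 from camera, against 0.00014 to 0.395 over the alternatives). The endothelial list (7 of 13 genes) had a median of -1.51 (adjusted p = 0.00024), -0.74 without Gli1- replicate 1 (adjusted p = 0.0599, against 3.0e-07 to 0.241 over the alternatives), and 1 of 10 splits gave a p-value as small. *Pecam1*, which encodes CD31, was at 1.25 ± 0.499 CPM (SD, n = 3) in Gli1+ and 3.57 ± 2.17 CPM (SD, n = 3) in Gli1- cells, with a log2FC of -1.51 that was -0.90 without Gli1- replicate 1.
An interferon response list was lower in Gli1+ cells, with a median log2FC of -1.37 and 2 of 26 genes higher, *Gbp2* and *Ifit2* (camera, adjusted p = 9.1e-12). *Ifit1* was at 10.2 ± 0.654 CPM (SD, n = 3) in Gli1+ and 67.2 ± 32.2 CPM (SD, n = 3) in Gli1- cells. In edgeR's test, 1 of the 26 genes passed when adjusted over the list alone and 0 when adjusted over all genes. An unadjusted p-value under 0.05 was found for 7. DESeq2's Wald test without the block, adjusted over all genes, had *Ifit1* among its 17 calls. The median was -1.41 after removal of the length trend and -1.40 after removal of the GC trend. With 1 library left out it came closest to 0 without Gli1- replicate 1, at -1.002, and was farthest at -2.48 without Gli1+ replicate 2. Length, GC content, any single library and leukocytes in Gli1- replicate 1 (again -1.002) are thus argued against as the whole cause. In 1 of the 10 splits the camera p-value was as small. A lower interferon response in Gli1+ cells may account for the pattern. It stays open beside chance and a difference in handling, which has no record in these data, and fry did not pass (adjusted p = 0.169).
A list of dissociation stress genes was also lower in Gli1+ cells, with a median log2FC of -1.16 and 1 of 20 genes higher (camera, adjusted p = 1.7e-08). *Hspa1b*, whose reads the counting could share with its near-identical copy *Hspa1a*, had a log2FC of -1.52. It lay between -2.78 and -0.92 with each library left out in turn. All 20 genes of the list were over 1 CPM in every Gli1+ library. The median was -1.20 after removal of the length trend, -1.02 after removal of the GC trend, -0.70 without Gli1+ replicate 1, where it came closest to 0, and -1.18 without Gli1- replicate 1. Length, GC content, a single library and leukocytes in Gli1- replicate 1 are argued against as the whole cause, and 1 of the 10 splits gave a camera p-value as small. Unequal stress during sorting may account for the pattern, as may the cells themselves, and fry did not pass (adjusted p = 0.395).
Genes of the superficial zone of cartilage had a median log2FC of -1.27, with 0 of 10 genes higher in Gli1+ cells (camera, adjusted p = 2.7e-07). *Clu* was at 1837 ± 1158 CPM (SD, n = 3) in Gli1+ and 6896 ± 3741 CPM (SD, n = 3) in Gli1- cells, and *Prg4* had a log2FC of -1.24. The median was -1.24 after removal of the length trend, -1.23 after removal of the GC trend and -0.65 without Gli1- replicate 2, where it came closest to 0, which argues against these as the whole cause. It was -2.02 without Gli1+ replicate 2. Of the 10 genes, 9 were over 1 CPM in every Gli1+ library and 1 is held by another list. With the replicate block this list passed fry (adjusted p = 0.0394, against 2.0e-19 to 0.204 over the alternatives), the only one of the 19 lists to do so. In 1 of the 10 splits the camera p-value was as small. Fewer cells of the superficial zone among Gli1+ cells is a hypothesis that may account for it, and chance stays open. Of single genes, 0 passed when adjusted over all genes or adjusted over the list alone, and 4 had an unadjusted p-value under 0.05.
The fibroblast list (11 of 12 genes) had a median log2FC of -1.31 with 0 genes higher (camera, adjusted p = 4.1e-05). Without Gli1- replicate 2, which held 1887 CPM of *Col1a2*, it was -0.18 (adjusted p = 0.151, against 7.6e-13 to 0.395 over the alternatives), and 3 of the 10 splits gave a camera p-value as small. It was -0.77 without Gli1+ replicate 3 and -2.12 without Gli1+ replicate 2. With the replicate block the median was -1.33 (camera, adjusted p = 4.9e-07), and it was lower in Gli1+ cells in 3 of 3 pairs. The chondrocyte list had a median of -0.21 (adjusted p = 0.339), the hypertrophic list one of -0.13 (adjusted p = 0.576) and the skeletal muscle list (6 of 14 genes) one of -0.13 (adjusted p = 0.645), and 10, 8 and 8 of the 10 splits gave a camera p-value as small. Without Gli1- replicate 2 the chondrocyte median was 0.90 and the hypertrophic median 0.50, both past camera's threshold towards Gli1+ cells. The chondrocyte median passed towards Gli1- cells without Gli1+ replicate 2 (-1.42), Gli1- replicate 1 (-0.53) or Gli1- replicate 3 (-0.50), and was 0.13 without Gli1+ replicate 1. With all 6 libraries it also passed camera towards Gli1- cells on DESeq2's Wald test (-0.23, adjusted p = 0.0332). It did so too on DESeq2 with the replicate block (-0.21, adjusted p = 0.00715), and not on edgeR with the block (-0.19, adjusted p = 0.0791). The hypertrophic median was 0.20 without Gli1+ replicate 3 and -0.58 without Gli1+ replicate 2. That of skeletal muscle was 0.17 without Gli1+ replicate 1, 0.36 without Gli1- replicate 2 and -1.50 without Gli1+ replicate 2. Of the lists for signalling, 9 of 10 splits gave a camera p-value as small for Hedgehog signalling, 4 for TGF-beta signalling, 4 for the BMP response and 1 for Hedgehog targets.
*Xist* and transcripts of the Y chromosome (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, genes chosen after their values were seen) were present in every library. The smallest count of either was 1245, the sum of the Y genes in Gli1- replicate 1, and *Xist* had 1864 to 8652 counts. This is consistent with cells of both sexes in each library, such as a pool of mice, and the paper states that both sexes were used. The pairing by equal numbers gave the smallest sum of differences in the log2 ratio of *Xist* to Y genes, 0.81, with 0.937 for the next pairing.
Gli1+ replicate 1 had fewer genes with a count, 15000, than the other libraries. Its total of 18159196 counts lay among the others, which argues against a lower depth. Its 10 most abundant genes held 12.2% of the counts, against 7.3% to 13.0% in the others, which argues against a few genes taking most of the counts. Less starting RNA may account for it and was not tested.
The mean counts in the paper's table of 932 DEGs were compared with the counts analysed here. If the table had been computed from these 6 libraries with 1 size factor each, its means would be a weighted sum of the 6 columns. The best such sum left a median residual of 9.16%, and 5.44% over the 537 genes with a mean over 200, against 6.6e-05% for means made from these counts. In 73.8% of genes the residual was over 5%. A table computed in that way from these columns is thus argued against. Another counting of the reads or another set of libraries may lie behind it, and neither was tested.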
